# Anteroposterior Wnt-RA Gradient Defines Adhesion and Migration Properties of Neural Progenitors in Developing Spinal Cord

**DOI:** 10.1016/j.stemcr.2020.08.016

**Published:** 2020-09-24

**Authors:** Mohammed R. Shaker, Ju-Hyun Lee, Si-Hyung Park, Joo Yeon Kim, Gi Hoon Son, Jong Wan Son, Bae Ho Park, Im Joo Rhyu, Hyun Kim, Woong Sun

**Keywords:** neural stem cells, axial elongation, adhesion and migration, neuromesodermal progenitors, Wnt-RA network, extracellular matrix

## Abstract

Mammalian embryos exhibit a transition from head morphogenesis to trunk elongation to meet the demand of axial elongation. The caudal neural tube (NT) is formed with neural progenitors (NPCs) derived from neuromesodermal progenitors localized at the tail tip. However, the molecular and cellular basis of elongating NT morphogenesis is yet elusive. Here, we provide evidence that caudal NPCs exhibit strong adhesion affinity that is gradually decreased along the anteroposterior (AP) axis in mouse embryonic spinal cord and human cellular models. Strong cell-cell adhesion causes collective migration, allowing AP alignment of NPCs depending on their birthdate. We further validated that this axial adhesion gradient is associated with the extracellular matrix and is under the control of graded Wnt signaling emanating from tail buds and antagonistic retinoic acid (RA) signaling. These results suggest that progressive reduction of NPC adhesion along the AP axis is under the control of Wnt-RA molecular networks, which is essential for a proper elongation of the spinal cord.

## Highlights

• NPCs along the spinal cord exhibit a gradient of cell adhesion (anterior < posterior)
• Cell adhesion changes depending on the position and developmental stage of NPCs
• Wnt-RA signaling acts as an upstream effector of NPCs
• Microarray analysis revealed enrichment of ECM among posterior NPCs

## Introduction

The vertebrate central nervous system (CNS) is organized along the anteroposterior (AP) axis. At the anterior level, the neuroectoderm is the first ancestor to emerge during CNS development. The neuroectoderm switches to neuroepithelial cells (NECs), which generate a large pool of neural stem cells (NSCs) and eventually produce most CNS cell types, including neurons, astrocytes, oligodendrocytes, and ependymal cells. Morphologically, NECs first form the neural plate, which subsequently undergoes convergent extension, elevation, bending, adhesion, and fusion to form the neural tube (NT), a primitive structure of the CNS (Pai et al., 2012). These early neurulation events produce the anterior part of the body, whereas a transition occurs at the tail-bud level to meet the demand for the posterior body axis elongation, where biopotent neuromesodermal progenitors (NMPs) continually provide neural tissues (Henrique et al., 2015). While NMPs provide trunk neural tissues before neurulation and can contribute to primary neurulation, axial elongation continues after trunk elongation and a distinct developmental morphogenetic event for extending the caudal part of the trunk and tail (Steventon and Arias, 2017). These caudal elongations differ from the early phase with respect to the underlying mechanisms that rely less on the convergence extension and ingression of NECs. This second phase of morphogenesis is often defined as secondary neurulation, which includes aggregation, cavitation, and caudal-to-rostral migration of NMP-derived neural progenitors (NPCs) (Kawachi et al., 2020).

The NPCs in the NT are, thus, roughly divided into two groups depending on their developmental origin and position, namely, anterior NE-derived NPCs and posterior-NMP-derived NPCs. We have addressed the regional differences in NPCs and reported that NPCs from the posterior NT lose their identity and differentiate faster even in the presence of epidermal growth factor and basic fibroblast growth factor (Shaker et al., 2015). Consistent with our findings, the developing human spinal cord-derived neurospheres have limited life span and neurogenic potential compared with those derived from the brain (Kukekov et al., 1997). Studies involving two different culture approaches showed that the human spinal cord contains different neural precursors (Walder and Ferretti, 2004). In addition, several mutations affect the formation of the spinal axis but not brain structures (Handrigan, 2003). Thus, it is obvious that not all NPCs are equivalent, and the differences in their properties are attributed to their developmental origin and final environment.

It is well established that local morphogen gradients are implicated in NT patterning. Caudal factors such as *Wnts*, *Gdf11*, and *Fgfs* are expressed at the tail bud of the developing spinal cord, and inhibition of them arrests trunk elongation (Young et al., 2009). On the other hand, retinoic acid (RA) is secreted by anteriorly positioned somites and defines the anterior identity by suppressing caudal Wnt and fibroblast growth factor (FGF) signaling (Tenin et al., 2010). FGFs and Wnts also regulate axial elongation at least partly by affecting the proliferative pool size of NMPs. Hence, different NPCs along the AP axis of the developing spinal cord are exposed to different-graded signaling, which in turn defines the positional identity with the expression of distinct *Hox* (Zheng et al., 2015). Although cellular heterogeneity and gradient signals for AP patterning are relatively well described, how these regional differences in NPC identity and environmental signals contribute to caudal NT elongation and morphogenesis is less understood.

Thus, it is obvious that not all NPCs are equivalent, and the differences in their properties are attributed to their developmental origin and final environment. Axial elongation involves morphological changes in cells and their movements. For somitogenesis, caudal mesoderm progenitor cells increase in their protrusive activity, rotate to align along the mediolateral axis, and migrate rostrally to build up the somites (Afonin et al., 2006). Neural tissues are also highly polarized with strong adherens, gap, and tight junctions (Shimokita and Takahashi, 2011). After the NT is formed, NSC-derived NPCs start migrating radially or tangentially out of the NT, which is partially regulated by cell adhesion, resulting in various morphological changes. Therefore, it is presumable that dynamic alterations in the adhesion and migration of NPCs is required for the caudal elongation and NT morphogenesis. In fact, the differential interfacial tension hypothesis (DITH) is the best-known theory that explains the spontaneous cell-cell interactions and patterning of embryos during development (Brodland, 2002). This mathematical model postulates that adhesive cells sort to the periphery and envelop the stronger adhesive cells, which is based on the differences in cortical tension driven by the actomyosin cytoskeleton. Eventually, many studies applied this model to study the adhesion properties of several cell types (Canty et al., 2017; Stirbat et al., 2013). In this study, we attempted to gain a detailed understating of the cellular behavior of NPCs during NT elongation, and accordingly, we addressed (1) the difference in the adhesion of NPCs depending on the position in the AP axis; (2) the difference in NPC adhesion promotes distinct migration behaviors; and (3) whether the mechanism mediating NPC behavior in AP gradients is morphogen dependent. Based on our exploration, we propose that caudal Wnt signaling control the adhesive and migratory properties of NPCs, which is dependent by the caudal secretion of RA.

## Results

### Differential Cell Adhesion Properties of NPCs along the AP Axis of the Developing NT

We performed a cell-sorting assay to obtain the estimation of cell-cell adhesion of NPCs at different levels of the NT (Schötz et al., 2008). NPCs were isolated from different regions of the NT and expanded by neurosphere culture *in vitro* (Figures 1A, and S1A). Tail-derived NPCs were labeled with retrovirus-RFP and mixed with GFP-labeled NPCs derived from the brain or brachial level in a 1:1 ratio (Figure 1A). Re-aggregated neurospheres exhibited distinct sorting phenotypes, including checkerboard (cells have similar adhesion affinity), segregated (similar adhesion with weak interaction), and enveloped (core cells have stronger adhesion than periphery cells) (Figure 1A). Interestingly, we identified a strong gradient of cell-sorting phenotypes along the AP axis. A mixture of brain-derived and tail-derived NPCs resulted in >70% enveloped phenotype, with tail-derived NPCs in the core (Figures 1B and 1C). The percentage of enveloped-type re-aggregates was progressively reduced when tail-derived NPCs were mixed with NPCs from lower positions along the AP axis, with a compensatory increase in the segregated- and checkerboard-type re-aggregates. Expression of molecular markers for NPCs (SOX2 and NESTIN) and differentiation of these cells upon growth factor withdrawal yielded multiple types of neural cells, confirming that these are indeed NPCs irrespective of their adhesion properties (Figure S1B). A complete absence of *Bra-T*-expressing NMPs or mesodermal cells in the neurospheres was confirmed by RT-PCR and immunostaining (Figures S1B and S1C). We found the weak expression of *Snail1* and *Pax3* (markers for neural crest cells) in both brachial- and tail-derived NPCs (Figure S1C), and we failed to completely rule out the possibility that neural crest cells were not completely removed. However, it is unlikely that the potential contamination of neural crest cells significantly affected the experimental outcome or data interpretation.

**Figure 1:**
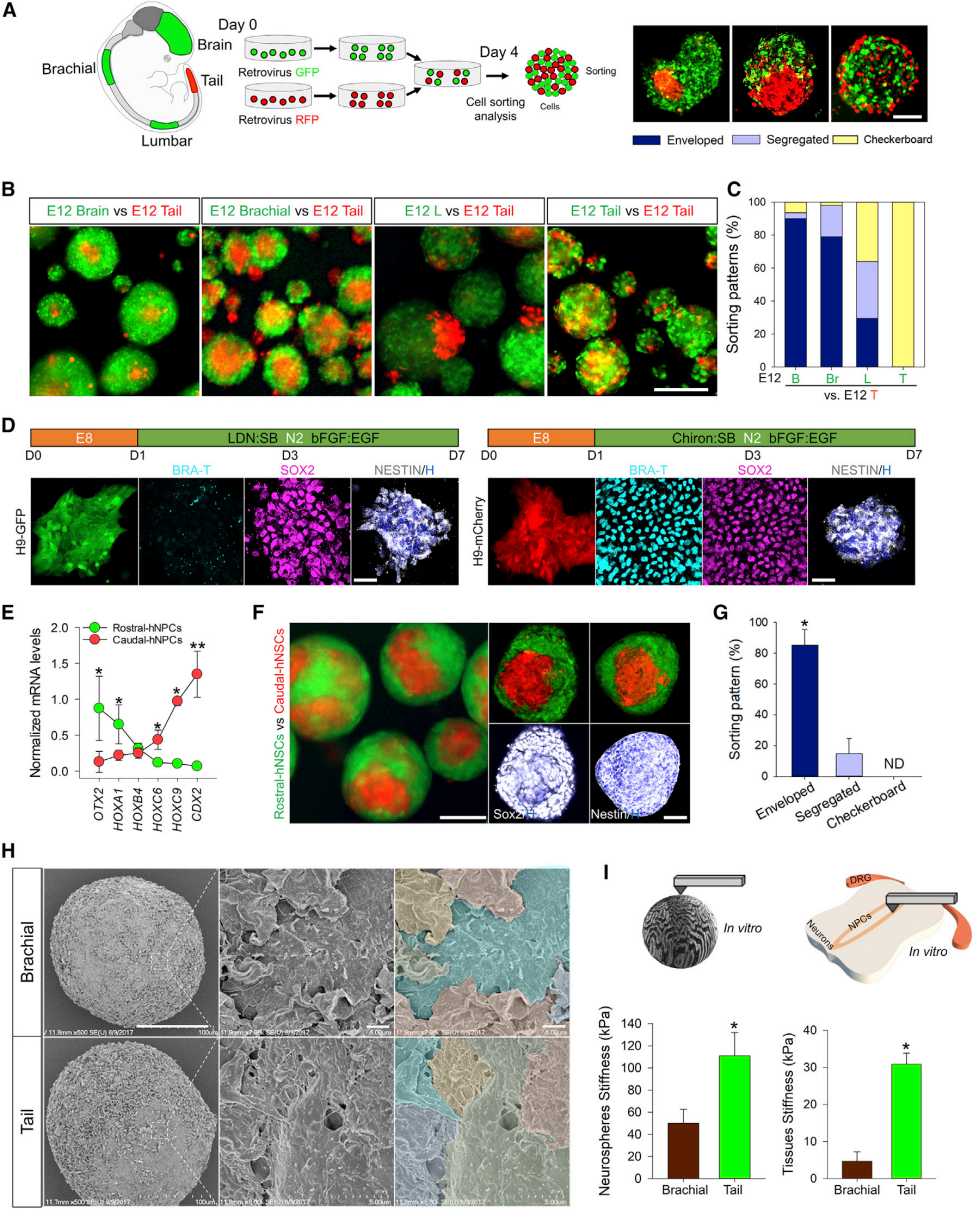
Evidence of Strong Cell-Cell Adhesion among Caudal NPCs (A) Schematic diagram of E12 embryo primitive CNS domains (the neural tube) and diagram of cell-sorting assay where cells self-sort based on their adhesion affinity. The right shows confocal images of sorted cryosectioned neurospheres. Scale bar, 75 μm. (B) Representative images of co-cultured NPC re-aggregates. NPCs at different times and positions were marked with GFP or RFP. E12 brain (GFP), E12 brachial (GFP), E12 lumbar (GFP), and E12 tail (RFP/GFP). Scale bar, 200 μm. (C) Quantification of the percentage of sorting patterns. Brain (B) versus tail (T) resulted in significantly (90%) higher enveloped phenotype than segregated 3.5% and checkerboard 6.5%; brachial (Br) versus T resulted in significantly (78.2%) higher enveloped phenotype than segregated 19.65% and checkerboard 2% phenotypes; lumbar (L) versus T resulted in 29% enveloped, 34.5% segregated, and 36% checkerboard; T versus T resulted in 100% checkerboard phenotype. Data are shown as percentage; number of independent experiments = 4; number of examined neurospheres = 705. (D) Schematic diagram of the experimental procedure for generation of rostral and caudal NPCs. Color-coded H9 hESCs were differentiated directly to rostral NPCs via neuroectoderm stage or caudal NPCs via the NMP stage. Images represent serial stages of differentiation of colony morphology stained with SOX2 (magenta), BRA-T (cyan), and NESTIN (gray). Nuclei were counterstained with Hoechst 33342 (blue). Scale bar, 15 μm. (E) qRT-PCR verification of AP regional identity using various *Hox* gene expressions. Data are shown as mean ± SD; number of independent experiments = 3; ^∗^p < 0.05; ^∗∗^p < 0.001. (F) Representative images of re-aggregates of rostral (green) and caudal (red) NPCs for 4 days (left). Images on the right show the whole-mount labeling with SOX2 (gray) and NESTIN (gray). Nuclei were counterstained with Hoechst 33342 (blue). Scale bar, 150 μm for low-magnification image. Scale bar, 75 μm for high-magnification images. (G) Quantification of the percentage of sorting phenotypes in (C). Data are shown as mean ± SD; number of independent experiments = 3; number of examined neurospheres = 260; ^∗^p < 0.001 via one-way ANOVA. ND, not detected. (H) Scanning electron microscope images of neurospheres. Left images show entire neurospheres and the magnified images of dotted squares are shown in the middle. Images with the pseudo-coloring of each cell are on the right. Left image scale bar, 100 μm. Magnified image scale bar, 5 μm. The number of examined neurospheres = 12. (I) Measurements of tissue stiffness via AFM. Upper images show the schematic diagram of AFM measurement. Lower graphs show the measurement of surface stiffness of neurospheres (left) and ventricular zone of the NT (right). Data are shown as mean ± SD; ^∗^p < 0.001 via Student's t test; number of independent experiments = 3; number of examined fields = 25. Abbreviation: DRG, dorsal root ganglion.

We also tested whether human NPCs (hNPCs) demonstrated AP axis-dependent properties similar to those observed in mouse NPCs. Human H9 embryonic stem cells (hESCs) were differentiated into rostral or caudal NPCs using a published protocol (Lippmann et al., 2015) (Figure 1D), and their regional identity was validated with *HOX* expression patterns (Figure 1E). Similar to the results obtained with mouse NPCs, the majority of caudal hNPCs were enveloped by rostral hNPCs in the sorting assay (Figures 1F and 1G, and Video S1), suggesting that AP axis-dependent gradient of adhesion property is evolutionarily conserved in human and mouse.

Video S1. Re-aggregation of Rostral (GFP) and Caudal (mCherry) hNPCs Demonstrating the Enveloped Phenotype Cell re-aggregation was monitored using a Juli stage equipped with a 4× objective lens and placed in a 5% CO_2_ incubator at 37°C. Images were taken every 10 min for 48 h.

A comparison of scanning electron microscopy images of neurospheres from brachial and tail regions showed significant differences in the surface morphology (Figure 1H), as the surface of brachial-derived neurospheres was rough and cell margins were easily identifiable, whereas the surface of tail-derived neurospheres was rather smooth and the cell margins were difficult to identify (Figure 1H, individual cells are differentially color coded in magnified images on the right). A similar difference was also observed in neurospheres derived from rostral and caudal hNPCs (Figure S2A). To directly assess the physical strength of the neurosphere, we measured the stiffness of the neurospheres and embryonic NT with atomic force microscopy (AFM). Consistent with the sorting assay data, significantly higher stiffness was observed at the tail neurosphere/NT than at the brachial neurosphere/NT in both measurements (Figure 1I). Altogether, these data support the idea that cell-cell adhesion properties of NPCs are different depending on their original position along the AP axis of the developing spinal cord.

### Differential Adhesion Affinity of NPCs Is Associated with Developmental Stages within the Same NT Domain

NT development initiates from the rostral region, and the above-mentioned sorting phenotype gradients might be associated with the timing of NPC production depending on the AP axis. Supporting this idea, a significantly larger proportion of aggregates exhibited segregated and enveloped phenotypes in re-aggregation from the same domain (brachial) at different stages (E10 versus E12), with younger NPCs occupying the core region of the enveloped types (Figures 2A and 2B), suggesting that cell adhesion affinity is associated with birthdate and may decrease during the development. The mixture of the E10 brachial-derived NPCs and the E12 tail-derived NPCs resulted in a higher proportion of checkerboard and segregated phenotypes compared with the homochronic (i.e., E12 brachial and E12 tail NPCs) mixtures (Figure 2B). In addition, we passaged the brachial- and tail-derived NPCs and examined their cell-sorting properties *in vitro* (Figure 2C). By the passaging, the difference in cell adhesion affinity between two populations decreased, and accordingly, the enveloped phenotype was progressively reduced. These data may indicate that recently born, tail-derived NPCs progressively lose their strong adhesion properties during the proliferation/passage *in vitro*. Collectively, these data suggest that these adhesion properties are dynamically changing depending on the position and developmental stage of NPCs.

**Figure 2:**
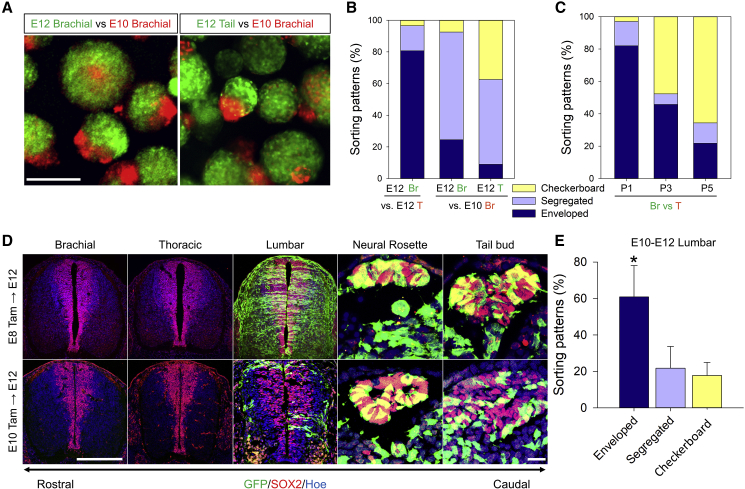
Cellular Adhesion of Caudal NPCs Is Birthdate Dependent (A) Representative images of NPC re-aggregates. E12 brachial (GFP), E12 tail (GFP), and E10 brachial (RFP). Scale bar, 200 μm. (B) Quantification of the percentage of sorting patterns. E12 Br versus E12 T resulted in significantly (80%) higher enveloped phenotype than segregated 16.5% and checkerboard 3.5% phenotypes; E12 Br versus E10 Br resulted in significantly (70%) higher segregated phenotype than enveloped 27% and checkerboard 3% phenotypes. E12 T versus E10 Br resulted in significantly (53.5%) higher segregated and (38%) checkerboard phenotypes than (9%) enveloped phenotypes. Data are shown as percentage; number of independent experiments = 3; number of examined neurospheres = 525. (C) Quantification of the percentage of sorting patterns upon passaging E12 NPCs. Br versus T-P1 resulted in significantly (82%) higher enveloped phenotype than segregated 15% and checkerboard 3% phenotypes; Br versus T-P3 resulted in significantly (45.5%) higher enveloped and (47.7%) checkerboard phenotypes than (6.5%) segregated phenotype; Br versus T-P5 resulted in significantly (65.6%) higher checkerboard phenotype than (21.7%) enveloped and (12.5%) segregated phenotypes. Data are shown as percentage; number of independent experiments = 4; number of examined neurospheres = 809. (D) Transverse sections of TCreERT2:Rosa-EGFP embryo following immunostaining with GFP (green) and SOX2 (red). Nuclei were counterstained with Hoechst 33342 (blue). Scale bars, 100 μm and 30 μm. The number of examined animals = 24. (E) Quantification of the percentage of sorting phenotypes in lumbar-derived neurospheres. Lumbar tissue was dissected out of E10–E12 TCreERT2:Rosa-EGFP embryos. Data are shown as mean ± SD; number of independent experiments = 3; number of examined neurospheres = 735; ^∗^p < 0.001 via one-way ANOVA. Abbreviation: E, mouse embryonic day.

To address this issue precisely, we labeled and chased the NMP-derived NPCs by crossing transgenic TCreERT2 mice with Rosa-EGFP reporter mice followed by injecting tamoxifen (TAM) at E10, when caudal NPCs are produced and contribute to the lumbar NT. Because most of NPCs in the lumbar domain are generated from the earlier E8 NMPs (Figure 2D), we were able to identify GFP^+^ (late-borne) and GFP^−^ (early-borne) cells from the lumbar level with TAM injection at E10, and we explored their cell adhesion properties in the mixture. As expected, all neurospheres derived from brachial and tail levels were GFP^−^ and GFP^+^, respectively (Figure S2B), but neurospheres derived from lumbar levels were a mixture of GFP^+^ and GFP^−^ cells. All sorting phenotypes were found in the lumbar mixture (Figure S2, magnified images), with the enveloped phenotype representing the significant majority compared with the segregated and checkerboard phenotypes (Figure 2E). On the other hand, GFP^+^ cells in E12 brachial neurospheres labeled by E6 TAM injection exhibited mostly a checkerboard sorting phenotype (Figure S5C), suggesting that the birthdate-dependent differences in the adhesion properties are attenuated over time. Altogether, these data suggest that NPCs in a similar (i.e., lumbar) level of the NT also exhibit differential cell adhesion properties transiently depending on their birthdate.

Of note is that the GFP^+^ NPCs in the neural rosette and tail bud were not clearly segregated from the GFP^−^ NPCs *in vivo* (Figure 2D). We speculate that this is owing to the insufficient Cre recombination upon TAM treatment (Shaker et al., 2020), but we cannot completely rule out the possibility that the cell-sorting behavior of the NPCs *in vitro* is not prominent *in vivo*.

### Collective Cell Migration of Caudal NPCs *In Vitro*

We hypothesized that AP-axis-dependent difference in cell adhesion affinity is associated with differential embryonic morphogenetic processes, including NPC migration during trunk elongation. We, therefore, explored the migratory behaviors of NPCs from different levels of the NT (Figure 3). In the scratch assay, the speed of scratch filling is significantly faster in tail-derived NPCs (Figures 3A, 3C and S3A). Quantification of the directionality and the velocity from the single-cell tracking data demonstrated the different strategy of gap filling with distinct modes of cell migration in the two NPC groups. Although the tail-derived NPCs migrate slowly (Figure 3D), they were connected and migrated to the gap together, resulting in faster gap filling (Figure 3E). High-magnification images and time-lapse imaging demonstrated different modes of cell migration in two populations; while migrating brachial-derived NPCs at the leading edge were relatively isolated from their colony and exhibited amoeboid-like random migration, tail-derived NPCs maintained cell-cell adhesion and exhibited collective migration, where cells migrated together in a constant track (Figure 3A, progressive colored lines; and Video S2). Similar results were obtained with explants obtained from different levels of the NT (Figures 3B and S3B) or neurospheres plated on coverslips (Figures S3C–S3F). Collective cell migration is the process by which a group of cells moves in concert, without disrupting their cell-cell interaction and cell polarity. Consistently, we observed that the leading and following tail-derived NPCs were highly polarized and most cells were positioned toward the gap, whereas brachial-derived NPCs showed more randomized polarity (Figure 3F and S2C). On the other hand, both NPC populations expressed similar amounts and distributions of cadherins (Figures S3G, S3H, and S2C), less favoring the idea that cadherin-dependent signaling is responsible for the different cell sorting/migration properties of NPCs.

**Figure 3:**
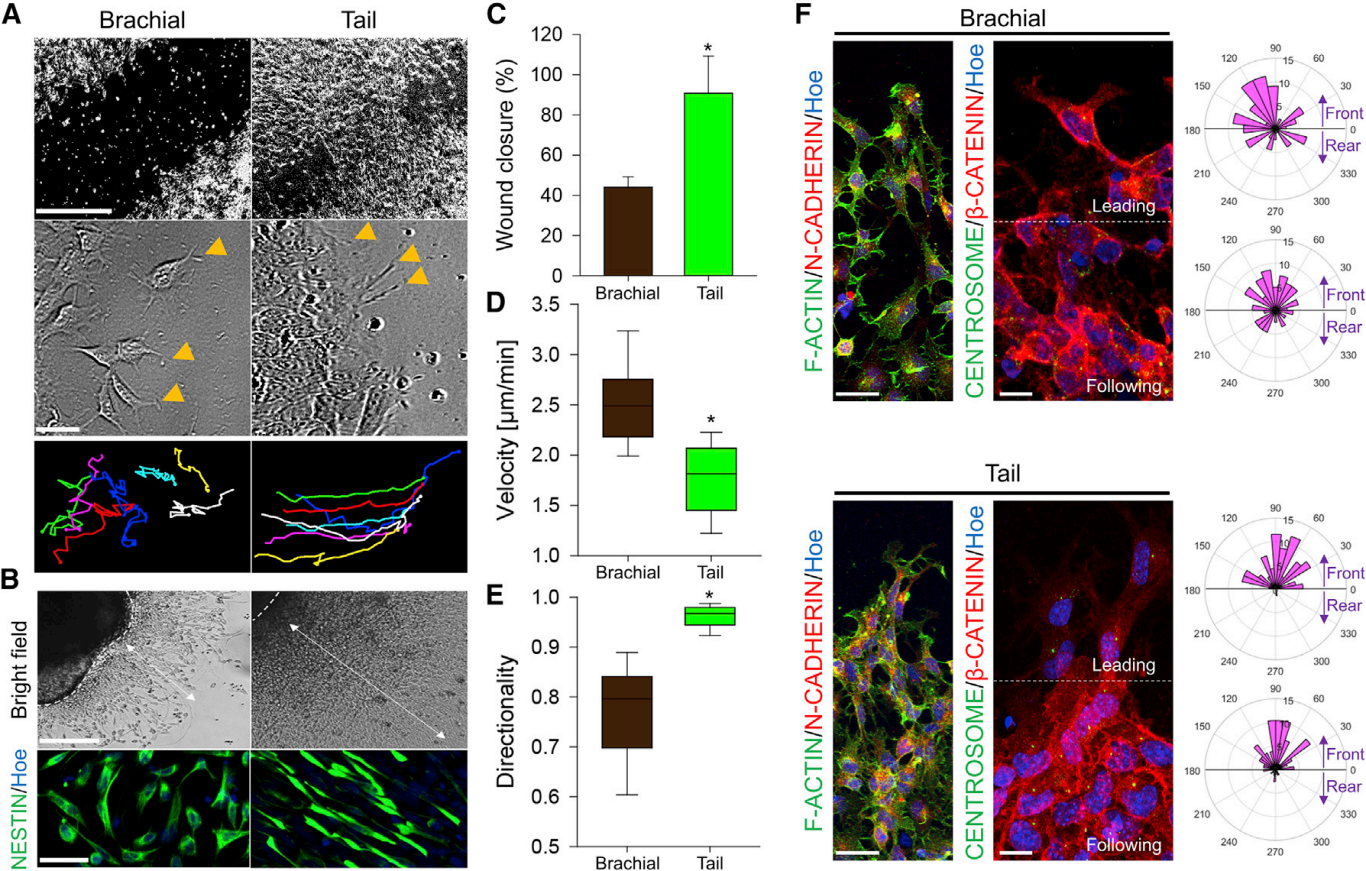
Different Modes of NPC Migration Depending on the AP (A) Images of monolayer brachial (left) or tail (right) NPCs in a scratch assay. Images in the middle are magnified views of scratch borders. Yellow arrowheads indicate the formation of lamellipodia. Line trajectory with different colors represents the trails of individual cells. Scale bars, 200 μm and 70 μm. (B) Explants of brachial and tail NTs were cultured and allowed to migrate for 12 h. Scale bar, 100 μm. The bottom shows NESTIN^+^ (green) migrated NPCs. Nuclei were counterstained with Hoechst 33342 (blue). Scale bar, 20 μm. The dotted lines indicate the margin of the original explant. Double arrows indicate the distance of migration. Number of independent experiments = 3; number of examined explants = 18. (C) Quantification of wound closure rate of NPCs. Raw data were obtained from a series of images at constant time intervals to obtain a percentage. Data are shown as mean ± SD; number of independent experiments = 3; ^∗^p < 0.001 via Student's t test. (D and E) Box plots of the velocity (D) and directionality (E) of cells during the scratch assay. Data are shown as median ± SD; number of independent experiments = 6; ^∗^p < 0.001 via Mann-Whitney rank-sum test. The number of examined cells = 121. (F) Migrating NPCs labeled with nuclei (blue), N-CADHERIN (red), and F-ACTIN (green) or γ-TUBULIN (green, centrosome) and β-CATENIN (red, cell margins). The dotted white lines indicate the border of leading and following cells. Different lengths of the angle bar (polar graphs) represent different grouped cells with a particular angle in the angle histograms. Front (angle 0°–180°) and rear (angle 180°–360°) cells were grouped based on the position of the centrosome. Number of independent experiments = 3; number of examined cells = 311. Scale bar, 20 μm.

Video S2. Monitoring the Migration Mode of Individual NPCs Derived from the Tail and Brachial Levels after the Scratch Assay Random and amoeboidal mode of brachial NPC migration is clearly observed in comparison with the collective migration of tail NPCs. Cell migrations were monitored using a Juli stage equipped with a 10× objective lens and placed in a 5% CO2 incubator at 37°C. Images were taken every 10 min for 24 h.

### Dual Gradients Defining the AP Axis Mediate the Cell Adhesion Affinity and Migratory Behavior

To better understand the behavioral differences of NPCs from different NT levels, we aimed to identify the molecular mechanism that regulates the adhesion and migration phenotypes. First, we performed transcriptome comparisons among forebrain-like (N_A_), hindbrain-like (N_H_), and posterior-like (N_P_) NPCs from mouse ESCs using a published dataset (Figure S4A) (Gouti et al., 2014). Remarkably, gene ontology analysis of the N_P_/N_H_ ratio showed significantly enriched gene clusters associated with signaling pathway, including the Wnt/β-catenin pathway (Figure S4B). qRT-PCR analyses of *Wnt*-related genes in brachial- and tail-derived NPCs showed that the expression of genes involved in the Wnt/β-catenin pathway was significantly higher in the tail-derived NPC groups (Figure S4C).

During development, Wnt/β-catenin and RA signaling are well known to instruct the AP axis (Wilson et al., 2009). Both Wnt and RA signals are intermingled, where exposure to RA inhibits the *Wnt* expression *in vivo*. Thus, we tested whether AP-axis-dependent properties of NPCs are regulated by Wnt-RA signaling. The sorting assay revealed a significant increase in checkerboard phenotype by pre-incubation of the tail-derived NPCs with the Wnt inhibitor Dkk1, or RA, indicating that the suppression of Wnt or activation of RA signaling directed caudal NPCs resembling the anterior NPCs (Figures 4A and 4B). Conversely, activation of Wnt/β-catenin signaling with CHIR99021 (Chiron) treatment in brachial-derived NPCs resulted in more checkerboard-like re-aggregates with tail-derived NPCs (Figure 4B). qRT-PCR analyses of *Wnt* (Figures 4C and 4D) and RA-related genes (Figure 4E, orange shaded) confirmed that chemical treatment induced inhibition or activation altered their gene expression profiles accordingly. Notably, different Wnt inhibitors suppressed *Wnt* downstream genes to different extents, presumably depending on their targets in the Wnt/β-catenin signaling cascade, but they all led to the strong inhibition of the far-downstream effector genes (such as *c-Myc*, *Mmp7*, *Axin2*, and *Ccnd1*). Interestingly, RA treatment also suppressed the downstream genes of Wnt signaling, while it did not affect the expression of *Wnt* receptors (Figure 4E). However, activation of Wnt/β-catenin signaling did not modify their endogenous *Hox* code (Figure S4D), indicating that the changes in cell adhesion affinity due to Wnt signaling are not associated with the altered regional specification.

**Figure 4:**
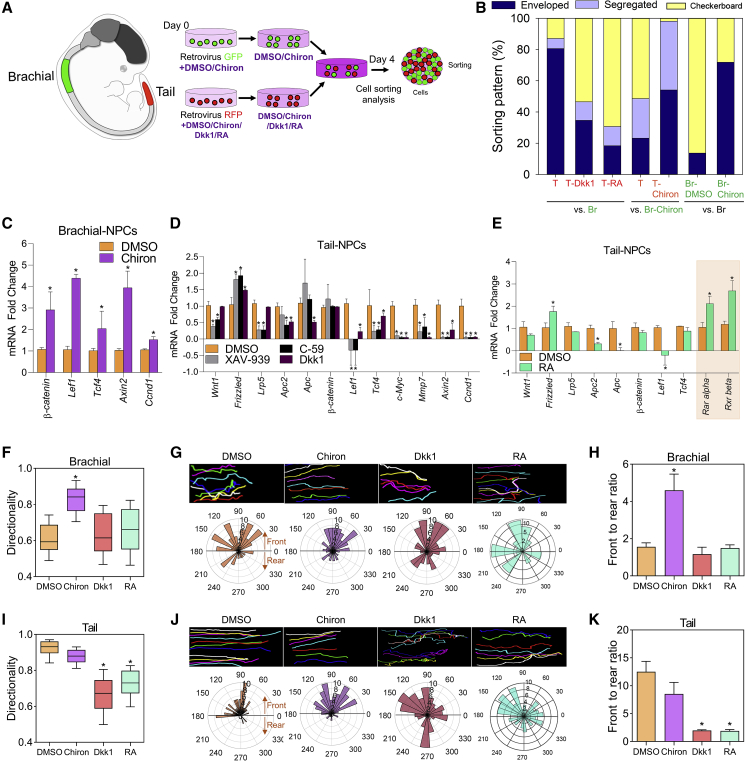
Wnt/β-catenin Signaling Determines AP Gradients of Cell-Cell Adhesions (A) Schematic diagram of E12 embryo, and diagram of cell-sorting assay where cells pre-treated with DMSO, Chiron, Dkk1, or RA were allowed to self-sort based on their adhesion affinity. The gradient of purple color indicates the activation rate of different signals upon chemical treatment. (B) Quantification of the percentage of sorting patterns. NPCs treated with chemicals were from E12 T or Br. Br versus T resulted in significantly (80%) higher enveloped phenotype than segregated 5% and checkerboard 15%. Br versus T-Dkk1 resulted in significantly (58%) higher checkerboard phenotype than segregated 14% and enveloped 28% phenotypes. Br versus T-RA resulted in significantly (70%) higher checkerboard than 12% segregated and 18% enveloped. Br-Chiron versus T resulted in significantly (47%) higher checkerboard phenotype than segregated 30% and segregated 23% phenotypes. Br-Chiron versus T-Chiron E12 resulted in significantly (52%) higher enveloped phenotype than segregated 3% and checkerboard 45%. Br versus Br-DMSO resulted in significantly (88%) higher checkerboard phenotype than enveloped 12% phenotype. Br versus Br-Chiron resulted in significantly (72%) higher enveloped phenotype than checkerboard 28%. Data are shown as percentage; number of independent experiments = 3; number of examined neurospheres = 1,638. (C) RT-PCR analyses present the mRNA fold change in *β-catenin*, *Lef1*, *Tcf4*, *Axin2*, and *Cyclin D1* expression levels upon activation of Wnt signaling with 2 μM Chiron. Data are shown as mean ± SD; number of independent experiments = 3. ^∗^p < 0.001 via Student's t test. (D) qRT-PCR analysis shows the fold change in mRNA levels of *Wnt*-related genes pre-treated with chemicals. Data are shown as mean ± SD; number of independent experiments = 3; ^∗^p < 0.001 via one-way ANOVA. (E) qRT-PCR of *Wnt*-related genes in tail NPCs pre-treated with DMSO or 1 μM RA. Data are shown as mean ± SD; number of independent experiments = 3; ^∗^p < 0.001 via Student's t test. Orange shading indicates the downstream genes of RA signaling. (F and I) Box plots for the directionality of brachial (F) and tail (I) NPCs pre-treated with chemicals during the scratch assay. Data are shown as median ± SD; number of independent experiments = 4; number of examined cells = 401; ^∗^p < 0.001 via one-way ANOVA on ranks. (G and J) Top shows cell trajectory of migrating brachial (G) and tail (J) NPCs, and the bottom shows the angle histograms (polar graph) representing the direction of migrating cells at the leading and following domains. Different lengths of the angle bar represent different grouped cells with a particular angle. Front (angle 0°–180°) and rear (angle 180°–360°) cells were grouped based on the position of the centrosome. Number of independent experiments = 3; number of examined cells = 395. (H and K) Measurement of front-to-rear ratio of brachial (H) and tail (K) NPCs that were determined in polar graphs following chemical treatment. Data are shown as mean ± SD; number of independent experiments = 3; number of examined cells = 395; ^∗^p < 0.001 via one-way ANOVA.

Next, we asked whether the differences in cell adhesion affinity among adjacent NPCs in the lumbar domain are also controlled by Wnt signaling. To address this, we isolated lumbar-derived NPCs from TCreERT2:Rosa-EGFP lineage tracing mice and explored the dynamic interaction between GFP^+^ and GFP^−^ NPCs upon Chiron treatment (Figure S5A). Interestingly, the checkerboard phenotype was significantly increased to 70% in the Chiron-treated group compared with the DMSO-treated group (Figure S5B), indicating that early-born GFP^−^ NPCs are still sensitive to Wnt signaling, and Wnt activation can override the birthdate-dependent difference in cell adhesion affinity between GFP^−^ and GFP^+^ NPCs within the lumber spinal cord. Therefore, it appears that NPCs progressively lose their sensitivity to Wnt, which possibly contributes to the ordered arrangement of NPCs in regions of similar Wnt concentration.

We next analyzed whether the modes of NPC migration are also altered by modulation of Wnt-RA signaling (Figures 4F–4K). Time-lapse imaging of migrating brachial-derived NPCs treated with Chiron showed the conversion of their mode from amoeboidal to collective migration, as evidenced by enhanced directionality and cell polarization (Figures 4F–4H, S5D, S5E and Video S3). In contrast, the suppression of Wnt signaling by Dkk1, XAV-939, or RA did not affect the migration mode, indicating that brachial-derived NPCs do not have endogenous Wnt activation, but their migration mode can be caudalized by Wnt activation. Conversely, upon treatment with Dkk1, XAV-939, or RA, tail-derived NPCs failed to maintain collective migration, with a significant reduction in directionality and cell polarization, while Chiron treatment did not significantly affect their migration mode (Figures 4I–4K, S4F, S4G, S5D, and S5E). Other activators of caudal signaling, including FGF8b and GDF11, did not affect the migration of NPCs (Figure S4E). Taken together, these data demonstrate that the Wnt-RA gradient instructs the differential cell adhesion/migration properties of NPCs in the elongating NT and may instruct the morphogenesis of the NT via alterations in NPC behavior, such as cell adhesion and migration.

Video S3. Monitoring the Migration Mode of Individual NPCs Derived from the Brachial Level Pre-treated with Chiron for 4 Days before the Scratch Assay Adhesion between NPCs is enhanced upon Wnt activation with Chiron as evidenced by a collective-like migration phenotype. Cell migrations were monitored using a Juli stage equipped with a 10× objective lens and placed in a 5% CO2 incubator at 37°C. Images were taken every 10 min for 24 h.

### Differential Expression of ECM Genes in the NPC Populations

To uncover the mechanisms that mediate the strong cell interactions among caudal NPCs, we compared the transcriptomes of NPCs derived from brachial and tail (Figure 5A). 

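Neural progenitor cells from the brachial level and from the tail of mouse embryos were grown as neurospheres in serum-free medium with basic fibroblast growth factor and epidermal growth factor. Total RNA from 3 brachial and 3 tail samples was hybridized to 1 whole-transcript array each. The paper gives the age of the embryos as E12, and the sample labels give E12.5. The methods name a human array, while the samples are from mouse and the probe annotation used here gives mouse genes. The authors summarized the probe signals at gene level and normalized them with the robust multi-average (RMA) method in Affymetrix Expression Console, so each value is a log2 signal of 1 transcript cluster, the group of probes that covers 1 transcribed locus. RMA subtracts background and gives all arrays the same distribution of probe signals, so a difference in total RNA between samples cannot be read from these values. The median over the 41345 transcript clusters was 4.86, 4.82 and 4.84 in brachial replicates 1 to 3 and 4.91, 4.83 and 4.86 in tail replicates 1 to 3. The scale and direction of the values were checked against Table S1, of which 589 of 611 rows were used here. Of 490 symbols found once in each table, 487 had a fold change in Table S1 equal to the difference of the mean log2 values, tail minus brachial, within 0.001, and the largest difference was 1.53. The values were not centred on each gene's mean. No overlap or enrichment was tested on this partial copy of Table S1.

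Of the transcript clusters, 23521 carried exactly 1 gene symbol, 1814 carried several and 16010 had none in the annotation used here. Genes were tested only from clusters with 1 symbol. Where a gene had several clusters, as 1082 genes did, the cluster with the highest mean over all 6 arrays was taken, which left 22180 genes. For 69 of these genes 1 cluster had a fold change of 2 or more and another had not, and for 0 genes did such clusters point in opposite directions. The methods compare tail with brachial NPCs by fold change and name no test for the arrays. Here the 6 arrays were fitted with limma, and p-values were adjusted over all 22180 genes by the Benjamini-Hochberg method. Log2 fold changes are tail minus brachial, and a gene is said to have risen or fallen in tail NPCs only where its adjusted p was under 0.05. Gene lists were tested with camera, a test of limma that sets the genes of a list against all other genes with a preset correlation between genes of 0.01, and again with a correlation estimated from the arrays. In the estimated setting camera also takes account of how few arrays there are. A call lost in that setting is therefore not put down to correlation between genes alone. Neither the paper's text nor the sample labels say whether the samples of a group came from separate cultures. The 4 measured sex-linked genes had a mean RMA value of 4.96, 7.42 and 6.78 in brachial replicates 1 to 3. In tail replicates 1 to 3 it was 7.25, 7.62 and 4.70. This argues against all samples of a group being repeats of 1 RNA. The p-values of limma measure only the spread between these samples, and its source is otherwise not known. Fisher's exact test, used below for lists, counts genes as independent although genes can vary together across arrays. Its p-values do not measure the spread between samples. The number of arrays limits the precision of every value.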

We found 344 genes enriched in the tail-derived NPCs and 267 genes enriched in the brachial-derived NPCs (Table S1). 

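Calb1, which encodes the calcium-binding protein calbindin, had the largest difference among the genes that passed the test. Its RMA value was 8.73 ± 0.55 in tail NPCs and 3.83 ± 0.75 in brachial NPCs (SD, n = 3 arrays each), a log2 fold change of 4.90 (standard error 0.42, adjusted p = 0.0232 from limma). The developmental gene Mab21l2, the potassium channel-interacting protein gene Kcnip4 and Ecrg4, which encodes a secreted peptide precursor, also rose in tail NPCs, by 4.48, 3.21 and 3.12 on the log2 scale (adjusted p = 0.0477, 0.0163 and 0.0232). Genes that fell in tail NPCs included Vxn, a gene of neural differentiation, with a log2 fold change of -3.43 (standard error 0.31, adjusted p = 0.0259), the adhesion receptor gene Adgrg6 with -2.24 (adjusted p = 0.0468) and the transporter family gene Slc35f1 with -1.64 (adjusted p = 0.0271). In all, limma called 14 genes higher and 9 genes lower in tail NPCs, each with a fold change of 2 or more. For each of these genes the 3 tail arrays lay above, or all below, the 3 brachial arrays. Over all tested genes the groups were separated in this way for 16.25%, where chance gives 10% for 3 arrays against 3.

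By the fold change alone, the threshold of Fig. 5A, 844 transcript clusters were higher and 504 lower in tail NPCs by 2-fold or more. At an unadjusted p under 0.05 limma gave 1205 genes higher and 1417 lower. The methods' t-test gave 0 genes in either direction after Benjamini-Hochberg adjustment and 816 higher and 1050 lower at an unadjusted p under 0.05. The arrays of a group were not equally alike. The first principal component held 54.7% of the variance and placed brachial replicate 1 at -3.46 and tail replicate 3 at 1.54, between brachial replicates 2 and 3 (-46.3 and -47.7) and tail replicates 1 and 2 (56.8 and 39.1). Without brachial replicate 1 limma called 74 genes higher and 31 lower, and 1500 transcript clusters were higher by 2-fold or more. Without tail replicate 3 it called 138 and 128, and 784 clusters were lower by 2-fold or more. Without brachial replicate 2 it called 2 higher and 1 lower, without brachial replicate 3 it called 0 and 2 (728 and 799 at an unadjusted p under 0.05), and without tail replicate 1 or 2 it called 0 in either direction (818 and 852, or 829 and 883, at an unadjusted p under 0.05).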

Regional markers from microarray data validated the rostrocaudal identity of the NPCs (Figure 5B). 

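Hox genes of the caudal groups, which are expressed towards the tail end of the embryo, were higher in tail NPCs. Hoxb13 had an RMA value of 7.53 ± 0.42 in tail NPCs and 3.81 ± 0.40 in brachial NPCs (SD, n = 3 arrays each) and rose with a log2 fold change of 3.72 (standard error 0.28, adjusted p = 0.0163 from limma). Hoxc13 and Hoxc10 rose by 3.05 and 2.56 on the log2 scale (adjusted p = 0.0476 and 0.0331). Hoxd11, Hoxc12 and Hoxd10 had log2 fold changes of 3.17, 2.83 and 2.01 (adjusted p = 0.0609, 0.112 and 0.107), with every tail array above every brachial array. The trunk genes Hoxa9, Hoxb9 and Hoxc9 had log2 fold changes of 1.56, 1.55 and 1.44 (adjusted p = 0.201, 0.430 and 0.319).

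On the brachial side of Fig. 5B, the neuronal adhesion genes Dscam and Dscaml1 and the neuronal ubiquitin ligase gene Trim9 had log2 fold changes of -2.67, -1.50 and -2.61 (adjusted p = 0.162, 0.253 and 0.122), with every tail array below every brachial array. Pax3 and Irx3, transcription factor genes of the neural tube, had log2 fold changes of -1.22 and -1.07 (adjusted p = 0.636 and 0.515), and their groups overlapped. Pax3 was at 8.41, 4.79 and 7.53 in brachial replicates 1 to 3, and Irx3 at 8.08, 5.77 and 7.73. A second transcript cluster of Irx3 had a log2 fold change of 0.095. Of the 14 markers of Fig. 5B limma called 3 higher and 0 lower (8 and 3 at an unadjusted p under 0.05, and 8 and 3 when adjusted over the list alone). The paper does not say how these markers were chosen. Fig. 5B shows them from the same arrays, so the values here are not independent evidence of their direction.

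The lists of Hox genes were fixed before the array values were examined but after Table S1 and the figures had been read. Of 11 measured genes of groups 10 to 13, 3 rose (10 when adjusted over the list alone) and 10 lay above every brachial array in every tail array. Chance separates the groups, counting both directions, for 10% of genes, and 16.25% of all tested genes were separated. Their median log2 fold change was 2.01 (camera, adjusted p = 3.22e-18; adjusted p = 0.0325 with an estimated correlation). With an estimated correlation the adjusted p was 0.0828 to 0.186 when any 1 of the 6 arrays was left out. Of 12 measured genes of groups 6 to 9 limma called 0 (3 higher at an unadjusted p under 0.05, and 1 when adjusted over the list alone), and their median was 0.84 (camera, adjusted p = 0.00120; adjusted p = 0.497 with an estimated correlation). The 13 measured genes of groups 1 to 5, of which limma called 0 (1 higher and 1 lower at an unadjusted p under 0.05, and 1 higher when adjusted over the list alone), had a median of -0.044 (camera, adjusted p = 0.453). The genes of groups 1 to 9 had a mean RMA value of 4.77 in brachial replicate 2 and of 6.03 to 6.66 in the other 5 arrays, and without this array the median of groups 6 to 9 was 0.27 (camera, adjusted p = 0.257) and that of groups 1 to 5 -0.32 (camera, adjusted p = 0.0235; adjusted p = 0.335 with an estimated correlation). The medians of groups 6 to 9 and 1 to 5 were 1.33 and 0.33 without brachial replicate 1, and that of groups 1 to 5 was also above 0 without brachial replicate 3 or tail replicate 1 or 3 (0.12, 0.11 and 0.061). The number of called genes of groups 10 to 13 was 7 without tail replicate 3, 2 without brachial replicate 1 and 0 without brachial replicate 2 or 3 or tail replicate 1 or 2.

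**Figure D1:**
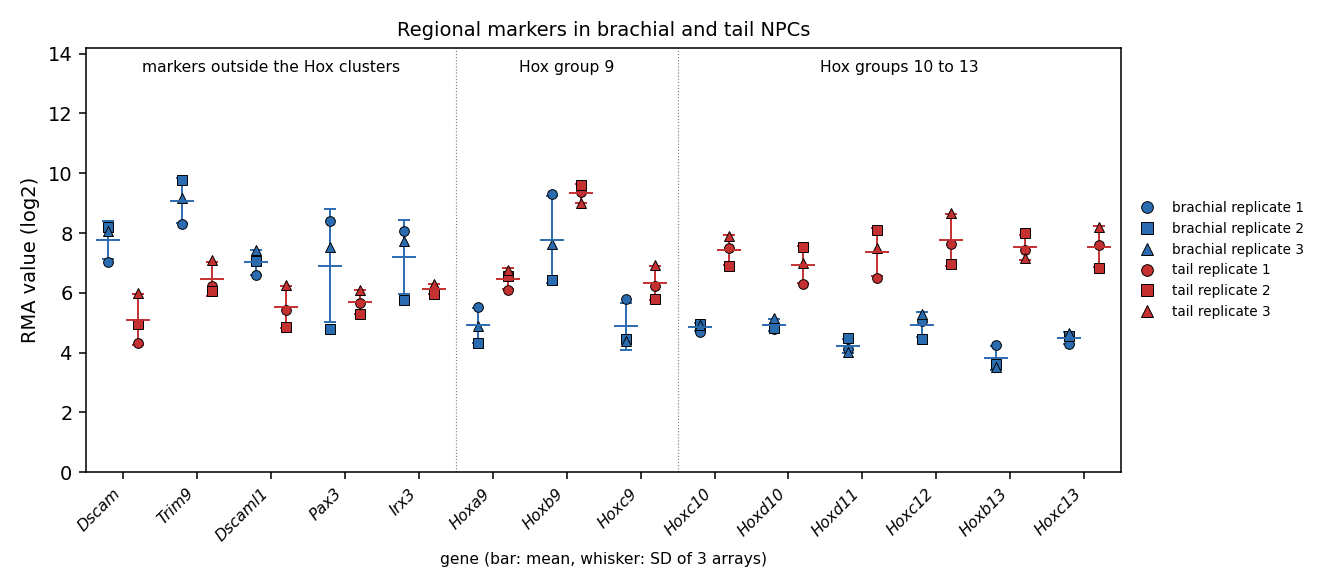
RMA values (log2, y axis) of the 14 regional markers of Fig. 5B (x axis) on each array, brachial in blue and tail in red, with the mean (bar) and SD (whisker) of 3 arrays; the marker shape gives the replicate. Hoxb13 lies at 7.53 ± 0.42 in tail and 3.81 ± 0.40 in brachial NPCs, while Pax3 in brachial replicate 2 lies at 4.79, below the other brachial arrays.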

We isolated tail-NPC enriched genes and clustered them according to their functional annotations. Gene enrichment analysis revealed that many extracellular matrix (ECM)-related genes were enriched in the tail-NPC group (Figure 5C), with 28% of ECM genes among the top 10% of upregulated genes (Figure 5C, pie chart), whereas brachial NPCs were enriched with neuronal regulation-related genes (Figure S6). 

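Genes of the fibrillar collagen matrix had some of the largest differences between tail and brachial NPCs. Dcn, which encodes the collagen-binding proteoglycan decorin, had the largest log2 fold change of all tested genes, 5.19 (standard error 1.60, adjusted p = 0.320 from limma). Its RMA value was 10.96 ± 0.46 in tail NPCs and 5.77 ± 3.60 in brachial NPCs (SD, n = 3 arrays each), where brachial replicate 1 was at 9.94 and replicates 2 and 3 were at 3.71 and 3.68. The collagen genes Col1a1, Col1a2 and Col3a1 and the periostin gene Postn had log2 fold changes of 3.53, 3.33, 3.55 and 4.52 (adjusted p = 0.303, 0.320, 0.336 and 0.364). Brachial replicate 1 was at 9.13, 8.62, 9.70 and 10.11 for these genes, and brachial replicates 2 and 3 were between 3.86 and 5.72. Without brachial replicate 1 the log2 fold changes of Dcn, Postn and Col3a1 were 7.27, 6.60 and 5.04 (adjusted p = 0.00332, 0.00459 and 0.0179 from limma). Those of Col1a1 and Col1a2 were 4.68 and 4.38 and were not called (adjusted p = 0.0740 and 0.106). The ECM gene that passed the test was Ecm2, a relative of decorin, which rose by 3.12 on the log2 scale (standard error 0.23, adjusted p = 0.0163).

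Among the 34 genes with the largest fold change, 10% of the study's count of tail genes, 14 (41.2%) were on a list of ECM genes, an odds ratio of 69.5 against all other tested genes (Fisher's exact test, two-sided, p = 1.76e-19). That test counts genes as independent, while many ECM genes were high together in brachial replicate 1, so its p-values do not measure the spread between samples. The paper's share of ECM genes came from functional annotation of its own tail genes and is another measure. The ECM list used here was fixed before the array values were examined but after Table S1 had been read. Of its 235 measured genes 1 rose and 0 fell by limma (66 and 12 at an unadjusted p under 0.05, and 13 and 2 when adjusted over the list alone), and 63 were higher and 8 lower by 2-fold or more. The median log2 fold change was 0.19 (camera, adjusted p = 5.76e-08; adjusted p = 0.290 with an estimated correlation). Among the 14 genes that rose, the ECM list had an odds ratio of 7.21 (Fisher's exact test, two-sided, p = 0.139), and of 10.5 to 11.5 with array weights (p = 0.0187), the replicate number as a block (p = 7.71e-09) or housekeeping centring (p = 6.17e-04). The sample labels do not say that arrays of the same number form pairs, as the block assumes. The high values of brachial replicate 1 were common on the list. In this array 47 ECM genes (20%) exceeded both other brachial arrays by 1 or more on the log2 scale, against 1.49% of all genes. Without it 20 ECM genes rose and 1 fell (odds ratio 37.7, Fisher's exact test, two-sided, p = 4.98e-23), without tail replicate 3, 12 rose and 4 fell (odds ratio 9.62, p = 2.04e-08), and without any 1 of the other 4 arrays limma called 0.

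Meox2 and Meox1, transcription factor genes of somites, had log2 fold changes of 4.70 and 3.70 (adjusted p = 0.217 and 0.290), with 7.82 and 8.27 in brachial replicate 1 and 4.24 to 4.87 in replicates 2 and 3. Of 20 measured factors of somites and mesenchyme, 8 of which exceeded both other brachial arrays by 1 or more in brachial replicate 1, limma called 0 (9 higher at an unadjusted p under 0.05, and 7 when adjusted over the list alone). Their median log2 fold change was 0.96 (camera, adjusted p = 1.53e-08; adjusted p = 0.310 with an estimated correlation). Limma called 1 of these factors higher without brachial replicate 1 and 2 without tail replicate 3.

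**Figure D2:**
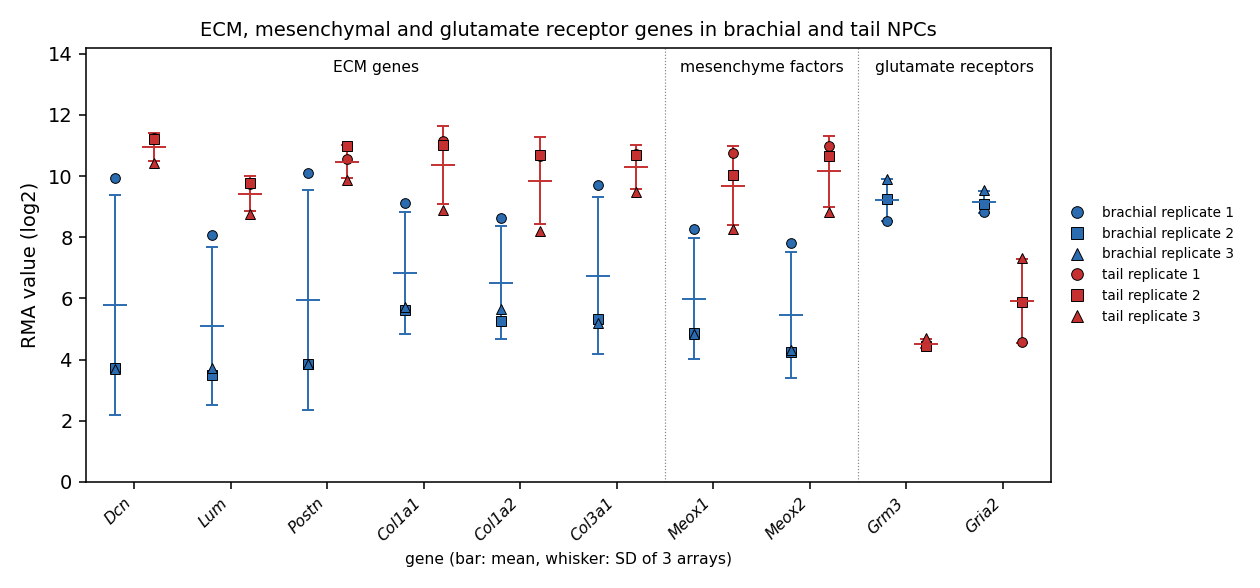
RMA values (log2, y axis) of ECM genes, mesenchyme factors and glutamate receptor genes (x axis) on each array, brachial in blue and tail in red, with the mean (bar) and SD (whisker) of 3 arrays; the marker shape gives the replicate. Dcn in brachial replicate 1 lies at 9.94, below every tail array (mean 10.96), and in the other brachial arrays at 3.71 and 3.68, while Grm3 lies lower in every tail array than in every brachial array.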

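Grm3, which encodes a metabotropic glutamate receptor, fell in tail NPCs with a log2 fold change of -4.70 (standard error 0.33, adjusted p = 0.0163 from limma), from 9.23 ± 0.69 in brachial NPCs to 4.52 ± 0.15 in tail NPCs (SD, n = 3 arrays each). Lrrc4c and Ctnnd2, which encode proteins of the postsynaptic membrane, had log2 fold changes of -3.06 and -2.48 (adjusted p = 0.170 and 0.281). A list of postsynaptic genes, glutamate receptors and scaffold proteins, was fixed before the array values were examined but after Table S1 and the figures had been read. Of its 53 measured genes Grm3 was the gene called (18 lower at an unadjusted p under 0.05, and 14 when adjusted over the list alone), and 46 had a log2 fold change below 0. Their median was -0.39 (camera, adjusted p = 1.71e-10; adjusted p = 0.240 with an estimated correlation). Grm3 alone of the 9 genes that fell was on the list (odds ratio 53.0, Fisher's exact test, two-sided, p = 0.0213; odds ratio 29.8 without brachial replicate 1, 0 without brachial replicate 2, and 419 without brachial replicate 3, where 2 genes fell). The value over all 6 arrays rests on Grm3, which is in Table S1 and was thus known as lower when the list was written. It is not independent evidence of enrichment. Of 19 measured neuronal genes limma called 0 (5 lower at an unadjusted p under 0.05, and 1 when adjusted over the list alone). Elavl3 and Dcx, markers of young neurons, had log2 fold changes of -1.43 and -1.04 (adjusted p = 0.185 and 0.419). The median of the neuronal genes was -0.26 (camera, adjusted p = 0.00409; adjusted p = 0.352 with an estimated correlation), -0.18 without brachial replicate 1 (camera, adjusted p = 0.249) and -0.47 without brachial replicate 2. Glial genes had log2 fold changes mostly below 0 in the same arrays, with a median of -1.06 over 19 measured genes of radial glia and astrocytes (0 called by limma and 6 lower at an unadjusted p under 0.05; camera, adjusted p = 1.55e-04; adjusted p = 0.449 with an estimated correlation) and of -0.76 over 17 of the oligodendrocyte lineage (0 called and 8 lower at an unadjusted p under 0.05; camera, adjusted p = 2.70e-07; adjusted p = 0.290 with an estimated correlation). The median of radial glia and astrocytes was -0.64 without tail replicate 1 and -1.53, with 3 genes called lower, without tail replicate 3, and that of the oligodendrocyte lineage was -1.29 without tail replicate 3, and limma called 2 of its genes lower without brachial replicate 1. The number of postsynaptic genes called lower was 11 without tail replicate 3, 2 without brachial replicate 1, and 0 without brachial replicate 2 or tail replicate 1 or 2.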

Significantly strong expression of the ECM genes in the tail-derived NPCs was further validated by qRT-PCR (Figure 5D). In addition, we compared our own dataset with the RNA-sequencing dataset obtained from the comparison of N_H_ and N_P_ (Table S2) (Figure 5E). 

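Lum encodes lumican, a small leucine-rich proteoglycan of the collagen matrix. Its RMA value was 9.43 ± 0.57 in tail NPCs and 5.09 ± 2.58 in brachial NPCs (SD, n = 3 arrays each). The log2 fold change was 4.33 (standard error 1.17, adjusted p = 0.277 from limma), with every tail array above every brachial array. Brachial replicate 1 was at 8.07 and replicates 2 and 3 were at 3.49 and 3.72, and without brachial replicate 1 the log2 fold change was 5.82 (adjusted p = 0.00700).

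Table S2 gives 62 genes that were higher in posterior than in hindbrain-like NPCs made from mouse embryonic stem cells, from published RNA sequencing. It was not made from the arrays. Of these genes 57 were measured on the arrays, and limma called 0 (15 higher and 4 lower at an unadjusted p under 0.05, and 9 higher when adjusted over the list alone). With a fold change of 2 or more, 12 of the 57 (21.05%) were higher in tail NPCs, an odds ratio of 11.3 against all other tested genes (Fisher's exact test, two-sided, p = 6.73e-09). They include Lum, the related proteoglycan gene Fmod (log2 fold change 1.39), the growth factor gene Bmp3 (3.12), the semaphorin receptor and ligand genes Nrp1 (1.42) and Sema3f (1.70) and the sclerotome factor gene Pax9 (1.03), of which all but Lum were chosen after their values were seen. Lum was the 1 gene of Table S2 among the 34 genes with the largest fold change. The number of Table S2 genes that rose with a fold change of 2 or more was 4 with the replicate number as a block (Fisher's exact test, two-sided, p = 2.83e-04), 1 without brachial replicate 1 and 5 without tail replicate 3 (p = 0.174 and 2.43e-05). Fisher's exact test counts genes as independent in each of these cases. The sample labels do not say that arrays of the same number form pairs.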

We identified one overlapped gene of the two groups, which is an ECM gene, *lumican* (*Lum*), further confirming the enrichment of ECM in caudal NPCs. Since the RA and Wnt inhibitors treatment reduced the adhesive properties of tail NPCs, we also examined whether RA and XAV-939 affect the expression of ECM genes in tail NPCs. qRT-PCR of tail NPCs treated with RA/XAV-939 daily for 4 days showed a significant reduction in ECM genes compared with untreated tail NPCs (Figure 5F). Collectively, these results revealed the enrichment of ECM in tail NPCs, which is under the control of Wnt/RA signaling, which strengthens the possibility that ECM is a critical factor in the cell adhesion and collective migration of caudal NPCs (Figure 6).

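Within the ECM, genes of the collagen-associated matrix had the highest medians in tail NPCs, and genes of the neural matrix had a median below 0. Of 17 measured small leucine-rich proteoglycans, the family of decorin and lumican, 1 rose (7 when adjusted over the list alone) and 9 were higher by 2-fold or more. Their median log2 fold change was 1.39 (camera, adjusted p = 1.42e-05; adjusted p = 0.290 with an estimated correlation). Of 44 collagen chains limma called 0 (15 higher and 1 lower at an unadjusted p under 0.05, and 0 when adjusted over the list alone), 35 had a log2 fold change above 0, and the median was 0.38 (camera, adjusted p = 5.76e-08; adjusted p = 0.290 with an estimated correlation). Of 42 measured genes that process collagen and remodel the matrix limma called 0 (16 higher at an unadjusted p under 0.05, and 0 when adjusted over the list alone), 40 had a log2 fold change above 0, and the median was 0.66 (camera, adjusted p = 5.66e-11; adjusted p = 0.310 with an estimated correlation). The gelatinase gene Mmp2 and the hyaluronan synthase gene Has2 had log2 fold changes of 3.71 and 2.40 (adjusted p = 0.253 and 0.304). Without tail replicate 1 the median was 0.80 for the small leucine-rich proteoglycans and 0.25 for the genes of collagen processing and remodelling. Limma called 4 small leucine-rich proteoglycans, 6 collagens and 2 genes of processing and remodelling higher without brachial replicate 1, 2 of each without tail replicate 3, and 0 without any 1 of the other 4 arrays.

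Of 133 measured ECM glycoproteins limma called 0 (38 higher and 7 lower at an unadjusted p under 0.05, and 10 and 3 when adjusted over the list alone), with a median of 0.13 (camera, adjusted p = 5.93e-06; adjusted p = 0.314 with an estimated correlation). Of 16 measured basement membrane genes it called 0 (3 higher at an unadjusted p under 0.05, and 0 when adjusted over the list alone), with a median of 0.19 (camera, adjusted p = 0.0264; adjusted p = 0.449 with an estimated correlation). The 11 other matrix proteoglycans, with 0 called (0 at an unadjusted p under 0.05), had a median of 0.19 (camera, adjusted p = 0.248) and of 0.10 without tail replicate 1. Of the 14 genes of the brain ECM limma called 0 (1 higher and 4 lower at an unadjusted p under 0.05, and 1 and 2 when adjusted over the list alone), with a median of -0.29 (camera, adjusted p = 0.239) and of -0.17 without tail replicate 2. Tnr, which encodes the glial matrix protein tenascin-R, had a log2 fold change of -2.95 (adjusted p = 0.331), and Hapln1, which encodes a hyaluronan link protein, had 2.88 (adjusted p = 0.0596). Without brachial replicate 1, in which 11 collagen genes and 7 of the small leucine-rich proteoglycans exceeded both other brachial arrays by 1 or more, limma called 8 ECM glycoproteins and 2 basement membrane genes higher and 1 glycoprotein lower, and the medians of these lists were 0.22 and 0.36. Without tail replicate 3 it called 7 glycoproteins higher and 2 lower, 1 other proteoglycan lower, and 1 gene of the brain ECM in each direction. The median of the glycoproteins was 0.085 without brachial replicate 3, and that of the basement membrane genes was 0.30 without brachial replicate 2, 0.065 without brachial replicate 3, 0.11 without tail replicate 2 and 0.23 without tail replicate 3, where in the last 3 cases camera did not call it (adjusted p = 0.285, 0.101 and 0.0954).

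The paper takes this section's conclusion from the array data together with qRT-PCR of ECM genes in tail NPCs (Fig. 5D), the comparison with published RNA sequencing that gave Lum (Fig. 5E), and lower levels of ECM genes by qRT-PCR after treatment with RA or a Wnt inhibitor (Fig. 5F).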

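Genes of the Wnt and RA pathways were also measured on these arrays of untreated NPCs. Fzd1, which encodes a Wnt receptor, rose in tail NPCs with a log2 fold change of 1.63 (standard error 0.18, adjusted p = 0.0476 from limma), from 8.24 ± 0.28 to 9.87 ± 0.16 (SD, n = 3 arrays each). Of the Wnt target genes, the secreted Wnt antagonist genes Wif1 and Dkk1 had log2 fold changes of 1.75 and 1.63 (adjusted p = 0.213 and 0.358), and Axin2 had -1.08 (adjusted p = 0.400), with -0.45 for a second transcript cluster. Aldh1a3, which encodes an enzyme of RA synthesis, and Stra6, which encodes a receptor for retinol uptake, had log2 fold changes of 1.98 and 1.92 (adjusted p = 0.271 and 0.322).

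Fzd1 was the gene called among 22 measured Wnt receptors and members of the cascade (2 higher when adjusted over the list alone), and their median log2 fold change was 0.090 (camera, adjusted p = 0.0105; adjusted p = 0.290 with an estimated correlation). This median was 0.17 without brachial replicate 1, 0.19 without tail replicate 1 and 0.18 without tail replicate 3 (camera, adjusted p = 0.0550), and Fzd1 was called only over all 6 arrays and without brachial replicate 1 or tail replicate 3. Of 17 measured Wnt target genes limma called 0 (3 higher and 3 lower at an unadjusted p under 0.05, and 1 and 1 when adjusted over the list alone), with a median of 0.26 (camera, adjusted p = 0.141). Of 19 Wnt ligands it called 0 (2 higher and 1 lower at an unadjusted p under 0.05, and 0 when adjusted over the list alone), with a median of -0.0075 (camera, adjusted p = 0.736), and of -0.10 to -0.0025 with 1 array left out. Of 17 measured genes of the RA pathway it called 0 (5 higher at an unadjusted p under 0.05, and 0 when adjusted over the list alone), with a median of 0.43 (camera, adjusted p = 3.63e-04; adjusted p = 0.290 with an estimated correlation) and of 0.65 without brachial replicate 1. The Wnt target Lef1 was at 8.05 in brachial replicate 1, at 5.13 and 5.08 in replicates 2 and 3, and between 6.72 and 6.99 in tail NPCs. Without brachial replicate 1 the median of the Wnt target genes was 0.37 (camera, adjusted p = 0.00432; adjusted p = 0.291 with an estimated correlation), without tail replicate 1 it was 0.28 (camera, adjusted p = 0.0266; adjusted p = 0.455 with an estimated correlation), and without brachial replicate 2 it was 0.064 (camera, adjusted p = 0.732). Limma called 1 Wnt target higher without brachial replicate 1 or tail replicate 3, and 1 Wnt ligand lower without tail replicate 3.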

**Figure 5:**
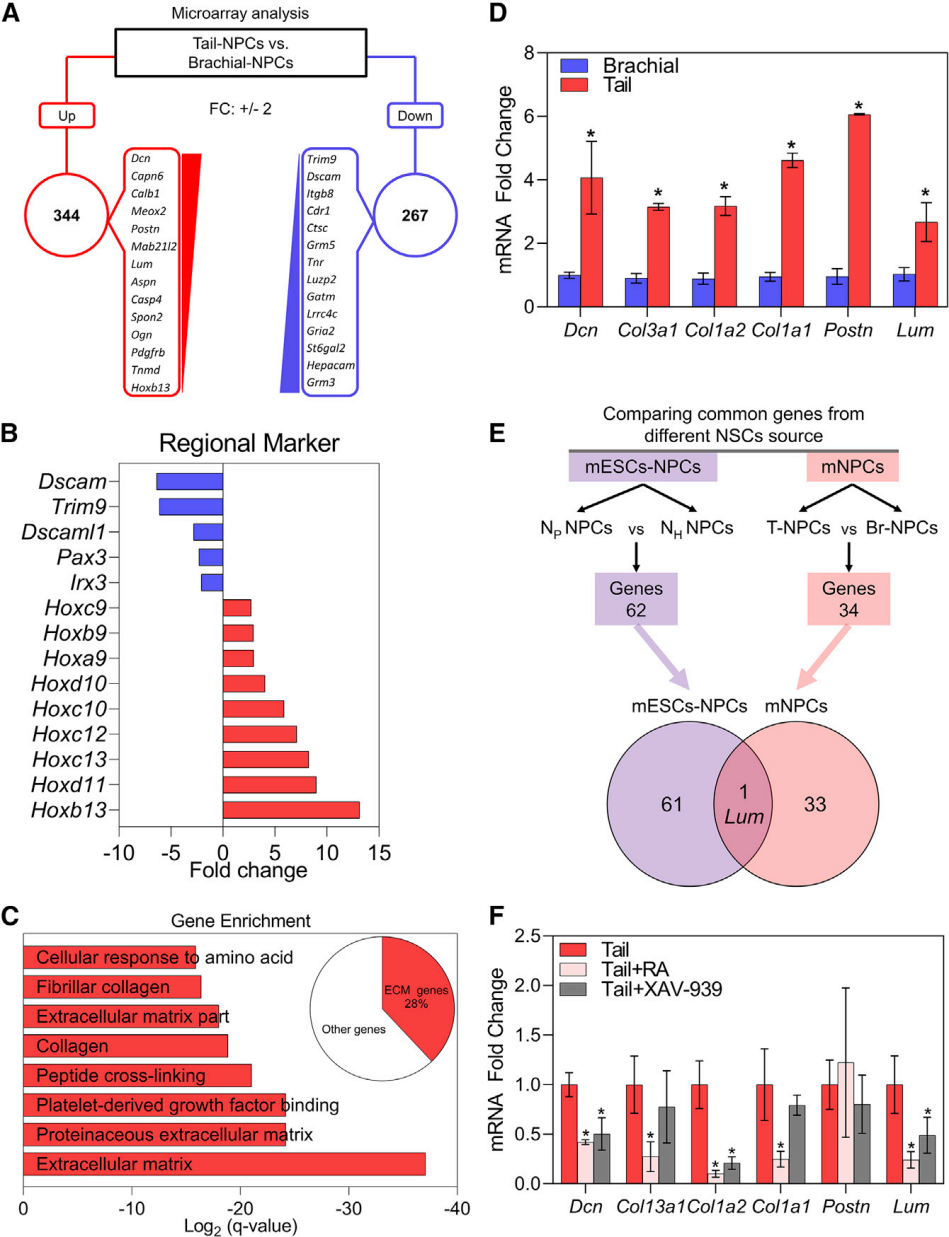
Transcriptome Analysis of Mouse NPCs Uncovered ECM Enrichment (A) Diagram of results of NPC microarray analysis. Top up- and downregulated genes (red and blue boxes, respectively) are listed. Up- and downregulated genes were selected based on the fold change of ≥2 and ≤ −2, respectively. (B) Fold-change level of various markers of rostral and caudal domains of the embryos obtained from microarray data to validate regional identity. (C) Bar graphs presenting the enriched gene ontology terms of upregulated genes in tail NPCs compared with brachial NPCs. Pie chart shows the percentage of ECM genes. (D) Relative mRNA levels of ECM genes identified in (C). Data are shown as mean ± SD; number of independent experiments = 3; ^∗^p < 0.05 via Student's t test. (E) Venn diagram showing the overlap of upregulated genes in mouse embryonic NPCs (red) *in vivo* and NPCs derived from ESCs *in vitro* (purple). (F) Relative mRNA levels of ECM genes in tail NPCs pre-treated with chemicals. Data are shown as mean ± SE; number of independent experiments = 3; ^∗^p < 0.05 via one-way ANOVA on ranks.

**Figure 6:**
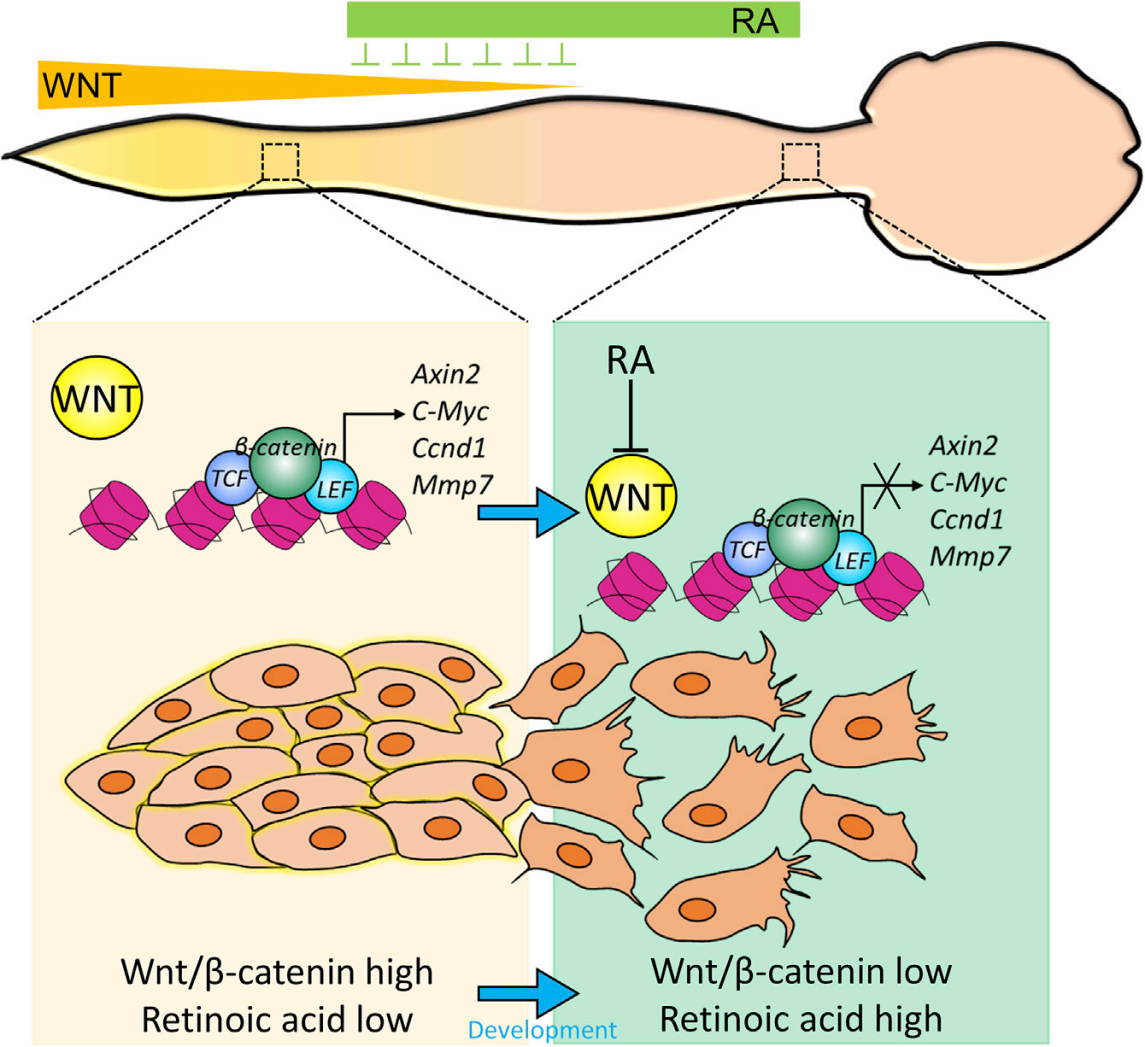
Schematic Summary of Wnt-RA Network for the Regulation of AP Gradient of NPC Adhesion Properties In the developing spinal cord, the newly produced NPCs from NMPs are exposed to high Wnt signaling to promote cell-cell adhesion by allowing collective anterior movement. By continual generation of NPC clusters, early-born NPC clusters move away from Wnt signaling and are eventually exposed to RA, which antagonizes the Wnt signal, causing a progressive loss of Wnt-signaling-responsive genes. Thus, NPCs start losing responsiveness to Wnt, which sharpens the cell adhesion gradient.

## Discussion

In this study, we identified the gradual alteration of cell adhesion and migration properties of NPCs according to the AP axis, which is controlled by the Wnt-RA gradient (Figure 6). This spatiotemporal gradient is important for axial elongation, providing a model of how NT elongation and regional specification is coordinated by the axis-determining Wnt-RA signals. Interestingly, these differences in cell adhesion affinity between rostral and caudal NPCs are maintained in human pluripotent stem cell-derived NPCs *in vitro*, indicating the importance of these NPC adhesion properties in human spinal cord development. Considering that cell-cell adhesion is one of the fundamental events for histogenesis, our current findings open new insights for understanding the cellular mechanism of NT elongation and AP-axis-dependent organization of spinal cord morphogenesis.

During organogenesis and trunk elongation, the NT (which forms the CNS) undergoes both growth and axial elongation. The AP axis domains are generated from two major sources of NPCs, the rostral NECs and caudal NMPs. However, we do not believe that different cell-cell adhesion affinity is directly associated with NPC origin. For instance, most NPCs in the caudal (lumbar) level of the spinal cord are generated from NMPs; however, they show differences in cell adhesion properties depending on their birthdate. Thus, we favor the idea that this difference is primarily controlled by local morphogenetic cues as discussed below. The difference in cellular adhesion is a driving factor for cells to undergo morphogenesis throughout development. Embryonic tissues are made of cells derived from one or multiple lineages, and physical separation among these cells is an essential driver for a proper embryonic development (Fagotto, 2014). The DITH explains that differences in contractility of the cortical actomyosin cytoskeleton proteins or adhesion are the parameter that determines tissue separation (Brodland, 2002). This study characterized the differential cortical adhesion affinities among spinal cord tissue and uncovered the enrichment of ECM in caudal NPCs having strong cell-cell interactions, which is in consistent with the DITH model. NPCs with a difference in cellular adhesion intercalate during convergence extension to establish the rostral neural folding, and many adhesion genes have been identified to cause rostral NT defects upon mutation (Copp et al., 2010). On the other hand, the process of secondary neurulation mediates the secondary phase of spinal cord development, where NPCs have the ability to aggregate and fuse to the caudal end of the rostral NT during NT elongation. The differential adhesion properties of these cells are proposed to be one of many driving factors involved, such as signaling pathways and morphogen secretion (Colas and Schoenwolf, 2001). Our study is the first to provide the evidence of caudal NPCs with strong adhesion affinity during secondary neurulation phase and uncover Wnt-RA as a key driving pathway to mediate cell-cell contacts.

Cell adhesion affinity affects many aspects of cellular behavior, including cell migration. In general, organogenesis involves morphogenetic movements, in which a cluster of cells migrate in a coordinated manner to form a particular organ (Weijer, 2009). Collective migration has a key role during morphogenesis, where a group of cells migrates together in the same direction at similar speeds. Hence, cell-cell adhesion among cell groups coordinates integrity and motility (Vicente-Manzanares et al., 2009). Although NPC movement *in vivo* in mouse or other vertebrate embryos has not yet been described, the organization for trunk elongation by NMP-derived mesoderm has been extensively addressed (Oginuma et al., 2017). Paraxial mesodermal progenitors (PMs), which are also derived from NMPs, do not exhibit collective migration but exhibit extracellular matrix-dependent disorganized cell motion, which promotes the symmetrical division of progenitors to meet the demand of somitogenesis. This disorganized motion of PMs is mediated in part by a sharp reduction in CADHERIN 2 on the cell surface, a protein known to increase cell adhesion affinity (Das et al., 2017). As PMs join the posterior domain of a newly forming somite, cell motion decreases, representing a transition from a viscoelastic fluid to a viscoelastic solid, which is responsible for body elongation (McMillen and Holley, 2015). Our study provides evidence that caudal NPCs exhibit stronger adhesion affinity than rostral NPCs, hence, caudal NPCs exhibit a collective migration manner. Consistent with our data, a recent study with amniotes reported that NPCs moved at similar velocities with collective tectonic movement during NT elongation *in vivo* (Bénazéraf et al., 2017), suggesting that NPCs migrate together rostrally in a collective manner to build up the elongating NT. Therefore, collective migration appears to be a unique feature of early NPCs that exhibit epithelial-like cell adhesion and polarization (Sidhaye and Norden, 2017).

Local signaling for NPC production plays essential roles in NT formation, neural axis elongation, and, later, AP axis patterning. A recent study highlighted the importance of caudal-to-rostral cell migration as essential to promote axial elongation (Denans et al., 2015). An extensive body of information supports the importance of Wnt signaling in the axial elongation. *In vitro* and *in vivo*, high Wnt signaling enhances the pool of caudal NPC formation from the NMPs (Garriock et al., 2015). Ablation of *Bra-T* in NMPs impairs cell migration out of the tail bud and compromises axial elongation, which is mediated by Wnt signaling (Martin and Kimelman, 2008). Wnt signaling also plays a pivotal role in cell migration during gastrulation (Schambony and Wedlich, 2003). For instance, the convergent extension movement of a neurulating embryo involves narrowing and lengthening of cell populations, and blocking of Wnt signaling alone results in the inhibition of convergent extension movements (Kühl et al., 2001). Our experiments demonstrate a major impact of Wnt signaling on the adhesion of NPCs, suggesting that Wnt controls the mode of NPC migration during neural axis elongation. Interestingly, adjunct PM motility is mediated by FGF signaling (Oginuma et al., 2017), which indicates that two major progeny lineages of NMPs, NPCs, and PMs, uniquely respond to different local signaling within similar domains. Elongation of the NT gradually positions the NPCs to a high concentration zone of another signal, the RA, which is released from paraxial mesoderm-derived somites (Olivera-Martinez et al., 2012). Subsequently, NMP maintenance is repressed when RA-producing segmented somites are in close vicinity of the tail bud, marking the termination of axial elongation (Das et al., 2017; Denans et al., 2015). Thus, the exposure of the caudal tail bud to an increased concentration of RA inhibits Wnt expression, resulting in the depletion of NMPs and the arrest of axis elongation *in vivo* (Olivera-Martinez et al., 2012). Consistent with this model, tail-derived NPCs respond to exogenous treatment of RA, alter the endogenous expression of Wnt signaling-related genes, attenuate the adhesion affinity, and convert cell migratory modes from collective tectonic to amoeboidal. This indicates that adhesion and migratory properties of caudal NPCs are tightly regulated by the local environmental gradient of Wnt and RA. We also observed that NPCs from a similar level of the NT exhibit different adhesion properties depending on their timing of production from the NMPs. During the axial elongation, newly produced NPCs from NMPs progressively move to the rostral domain where they are exposed to higher RA and lower Wnt. It is known that RA inhibits Wnt signaling at the β-catenin level, where RA increases the expression of *RARα* and *RXRβ*, which compete with TCF/LEF binding for β-CATENIN, and as a result retinoids decrease the activation of the *LEF*/*TCF* family of transcription factors (Lu et al., 2009). This activity of RA is independent of the APC tumor suppressor and ubiquitination-dependent degradation of cytoplasmic β-CATENIN (Easwaran et al., 1999). In our analyses, we found that RA altered these gene expression levels, suggesting that RA may antagonize Wnt signaling via induction of *Rar* expression. Since RA antagonizes Wnt activation, older NPCs that are exposed to RA longer may downregulate the genes required for response to Wnt signaling and become less sensitive to Wnt signaling than younger NPCs. In agreement with this model, cell adhesion property was reduced in older NPCs within the lumbar domain. Such cellular gradients may assist in aligning NPCs along the AP axis depending on their cell adhesion property during axial elongation.

It is known that Wnt contributes to proper anterior-posterior patterning during trunk elongation (Mulligan and Cheyette, 2012), and high Wnt signaling positively supports the pool of neural and mesodermal progenitors (Garriock et al., 2015). For instance, Tet-deficient embryos exhibit hyperactivation of Wnt signaling, leading to aberrant differentiation of NMPs into mesodermal lineage at the expense of neural lineage (Li et al., 2016). Another study demonstrated that *Wnt3a* positively supports the progenitor state of both mesodermal and neural lineages *in vivo* (Garriock et al., 2015). This commitment is associated with the transient rise in Wnt/β-catenin signaling (Turner et al., 2014). Therefore, it remains to be illustrated whether different activation levels of Wnt/β-catenin signaling or different subtypes of *Wnts* determine the regulation of mesoderm at the expense of neural tissue.

Using transcriptome analyses of two datasets from the comparisons of (1) NPCs derived from different levels of embryonic NT and (2) brachial- and lumbar-like NPCs derived from mouse ESCs, we identified that ECM molecules may mediate the adhesion gradient of NPCs in the AP axis. This is consistent with a previous report showing that ECM drives cell aggregate formation *in vitro* (Caicedo-Carvajal et al., 2010). The common analysis with previous RNA-sequencing data of rostral and caudal NPCs derived from mouse ESCs identified *Lum* as a common gene. LUM belongs to the SLRP family of proteins that contribute to the ECM complex (Chen and Birk, 2013), and it is reported to be localized in the connective tissues as a component of the ECM and also to play regulatory roles in collagen fibrillogenesis, the chemokine gradient, wound healing, and epithelium-mesenchyme transition under physiological and pathophysiological conditions (Yamanaka et al., 2013). In parallel, a posterior-to-anterior gradient of extracellular pH measurement during trunk axial elongation has been recently reported (Oginuma et al., 2017), suggesting a gradient of ECM protein expression along the AP axis. In the same context, LUM has been shown to positively regulate the gradient of cell adhesion (D’Onofrio et al., 2008).

In summary, the current study uncovered a novel link of Wnt-RA signaling and NPC adhesion and collective migration, which is the cellular basis of axial elongation of NT. Our present study provides new insight into the importance of ECM molecules in cellular behavior along with lineage determination mediated by local signaling, Wnt, and RA for axial NT elongation during embryonic development.

## Experimental Procedures

Detailed experimental procedures are provided in the Supplemental Information.

### Mice and Embryos

For transgenic mice, the TCreERT2 transgenic mouse line used in this work was generated as described previously (Anderson et al., 2013). The TCreERT2 transgenic and Rosa-EGFP reporter mice were purchased from Jackson ImmunoResearch Laboratory. Pregnant females were subjected to treatment with 0.175 mg/g TAM. Pregnant females were then sacrificed at E12 to dissect out the embryos and processed for *in vitro* and *in vivo* experiments.

### Embryonic Neural Progenitor Culture

Embryonic NPC culture was performed as described previously (Shaker et al., 2015). Dissected tissues were then incubated for 15 min with Accutase at 37°C to generate single cells, which were seeded and expanded into neurospheres on ultra-low-attachment culture dishes. For viral infection, the virus concentration was adjusted to 1 × 10^9^ transducing units/mL and GFP or RFP was injected into NPCs at day 1 as described previously (Kim et al., 2015). Labeled neurospheres were dissociated and single cells were used for the sorting assay.

### Cell Sorting Assay

Single cells were co-cultured at a 1:1 ratio with final plating density of 5 × 10^5^ cells/2 mL N2 medium supplemented with epidermal growth factor/basic fibroblast growth factor. De-mixed cells were co-cultured for 4 days before quantification of sorting phenotypes. For pre-treatment, NPCs at passage 0 were pre-treated with DMSO, 3 μM Chiron, 200 ng/mL DKK-1, 1 μM XAC-939, 1 μM Wnt-C59, or 1 μM RA for 4 consecutive days. Pre-treated NPCs were then passaged and re-aggregated at passage 1 for 4 days to promote the formation of sorting phenotypes.

### Statistical Analysis

Data are expressed as the mean ± SD of the mean of independent experiments. Statistical analysis was performed using Sigma Plot 12.5 software. Minimal statistical significance was defined at p < 0.05.

### Data and Code Availability

The accession number for the microarray reported in this paper is GEO: GSE132089.

## Author Contributions

M.R.S. designed and performed the experiments, analyzed the data, and wrote the manuscript. J.H.L., S.H.P., J.Y.K., G.H.S., and J.W.S. performed additional experiments. B.H.P., I.J.R., and H.K. provided critical experimental materials and revised the manuscript. W.S. supervised M.R.S., designed the experiments, and wrote the paper.

## Supplemental Information

Document S1. Supplemental Experimental Procedures, Figures S1–S6, and Table S3

Table S1. List of Up- and Downregulated Genes in Tail and Brachial NPCs, Related to Figure 5 fc, fold change.

Table S2. List of Up- and Downregulated Genes in N_P_ and N_H_ NPCs, Related to Figure 5 fc, fold change.

Document S2. Article plus Supplemental Information

## Footnotes

Supplemental Information can be found online at https://doi.org/10.1016/j.stemcr.2020.08.016.

# Supplementary material for: Anteroposterior Wnt-RA Gradient Defines Adhesion and Migration Properties of Neural Progenitors in Developing Spinal Cord
**Source:** Stem Cell Reports. 2020 Sep 24;15(4):898–911. doi: 10.1016/j.stemcr.2020.08.016
**Supplement:** Document S1. Supplemental Experimental Procedures, Figures S1–S6, and Table S3

Stem Cell Reports, Volume 15

Supplemental Information

**Anteroposterior Wnt-RA Gradient Defines Adhesion and Migration
Properties of Neural Progenitors in Developing Spinal Cord**

**Mohammed R. Shaker, Ju-Hyun Lee, Si-Hyung Park, Joo Yeon Kim, Gi Hoon Son, Jong
Wan Son, Bae Ho Park, Im Joo Rhyu, Hyun Kim, and Woong Sun**

SUPPLEMENTAL INFORMATION

Anteroposterior Wnt-RA Gradient define adhesion and migration properties of neural progenitors in developing spinal cord

Mohammed R.Shaker, Ju-Hyun Lee, Si-Hyung Park, Joo Yeon Kim, Gi Hoon Son, Jong Wan Son⁵, Bae Ho Park, Im Joo Rhyu, Hyun Kim, and Woong Sun

Supplementary Figures

Figure S1

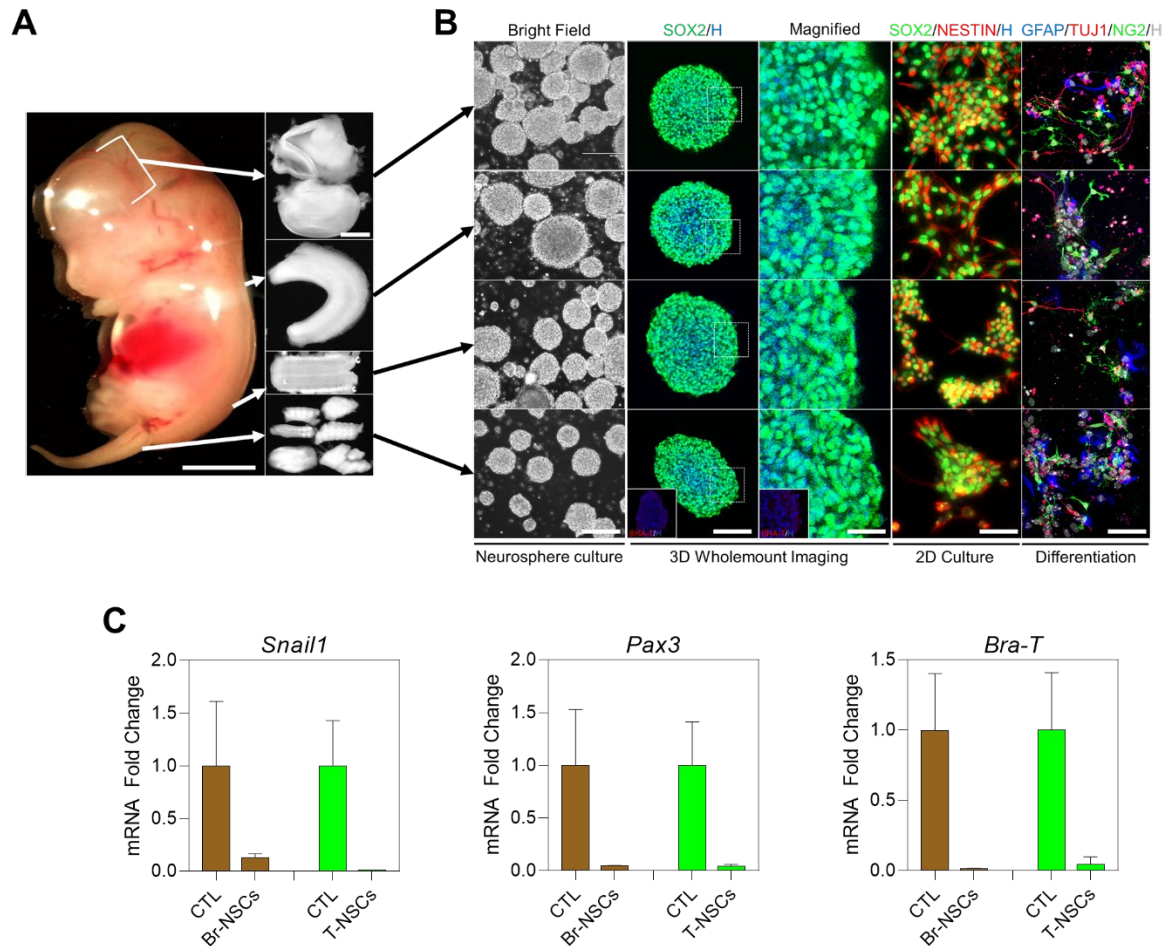

Figure S1. Isolation and Verification of Embryonic NPCs from Different AP Levels. (Related to Figure 1)

(A) E12 mouse embryo that was used to dissect the neural tissues (Right white color tissues) to use as initial materials for neurospheres culture. White arrows indicate the level of CNS domain along the AP axis. Scale bar is 1 mm, magnified images scale bar is 100 μ m.

(B) Representative images of neurospheres that were expanded from cortex, brachial, lumbar and tail neural tissues. Stemness and multipotency of NPCs from brain, lumbar and tail levels was confirmed either by the expression of stemness markers SOX2 (Green) using wholemount imaging, or SOX2 (Green) and NESTIN (Red) using immunocytochemistry staining, or by the generation of various neural cells such as astrocytes, (GFAP, Blue), neurons (TUJ1, Red), and oligodendroblasts (NG2, Green) and counterstained with Hoechst 33342 (Blue) upon removal of growth factors, respectively. Scale bar is 15 μ m. Magnified images in tail-derived neurospheres as insets shows the absence of BRA-T (Red) immunoreactivity. Nuclei were counterstained with Hoechst 33342.

(C) Relative mRNA level of neural crest genes (*Snail* and *Pax3*) and *Bra-T* gene were analyzed using qPCR in brachial and tail-derived NPCs compared to their neural tissues domains as a control. Data are shown as mean $\pm$ s.d; Number of independent experiments =3.

Figure S2

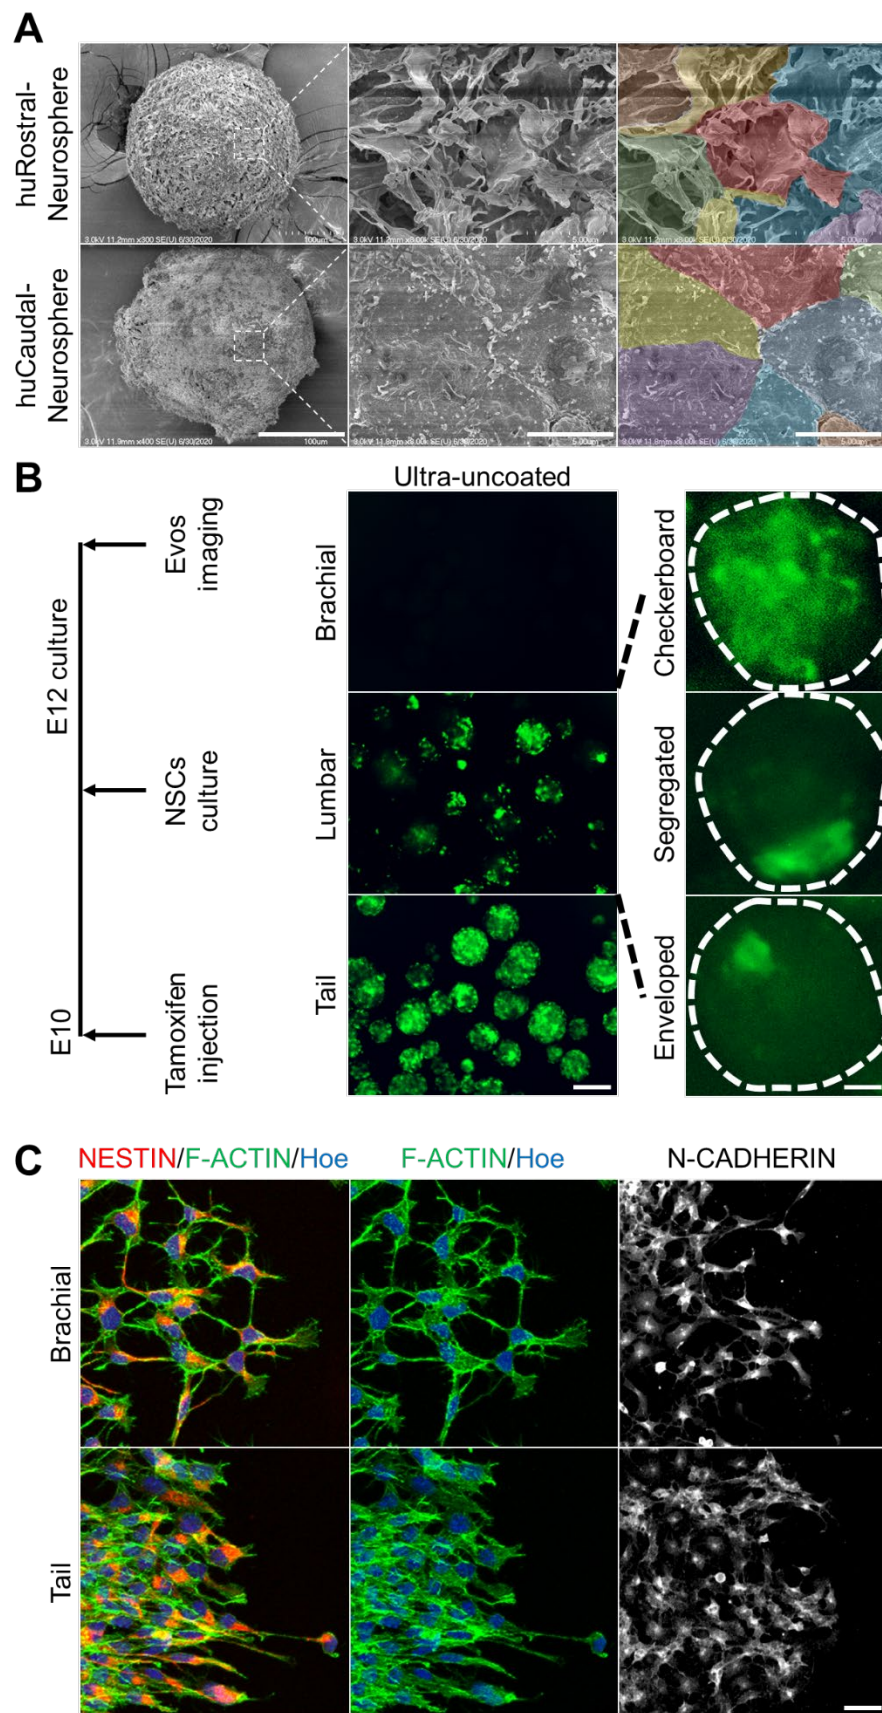

Figure S2. Culturing Rostral and Caudal NPCs of TCreERT2:Rosa-EGFP embryos. (Related to Figure 1 and Figure 2 and Figure 3)

(A) Scanning electron microscope images of human rostral and caudal neurospheres. Left images show entire neurospheres and the magnified images of dotted squares are shown in the middle. Images with the pseudo coloring of each cell are on the right. Left image scale bar is 100 μm . Magnified image scale bar is 5 μm . The number of examined neurospheres = 9.

(B) Neurospheres from TCreERT2:Rosa-EGFP embryos (E12) injected with tamoxifen at E10. Sorting properties of lumbar- NPCs born at E10 vs. lumbar- NPCs born at the earlier embryonic time. White dotted lines show the margin of neurospheres. Black dotted lines show the selection of different neurospheres from the lumbar group. Scale bar is 200 μm . Scale bar is 50 μm for magnified images of selected neurospheres. Number of examined neurospheres = 735.

(C) Representative images of migrating NPCs labeled with F-ACTIN (Green), NESTIN (Red), N-CADHERIN (Grey) and counterstained with Hoechst 33342 (Blue) at 1h of scratch migration. Scale bar is 20 μm .

Figure S3

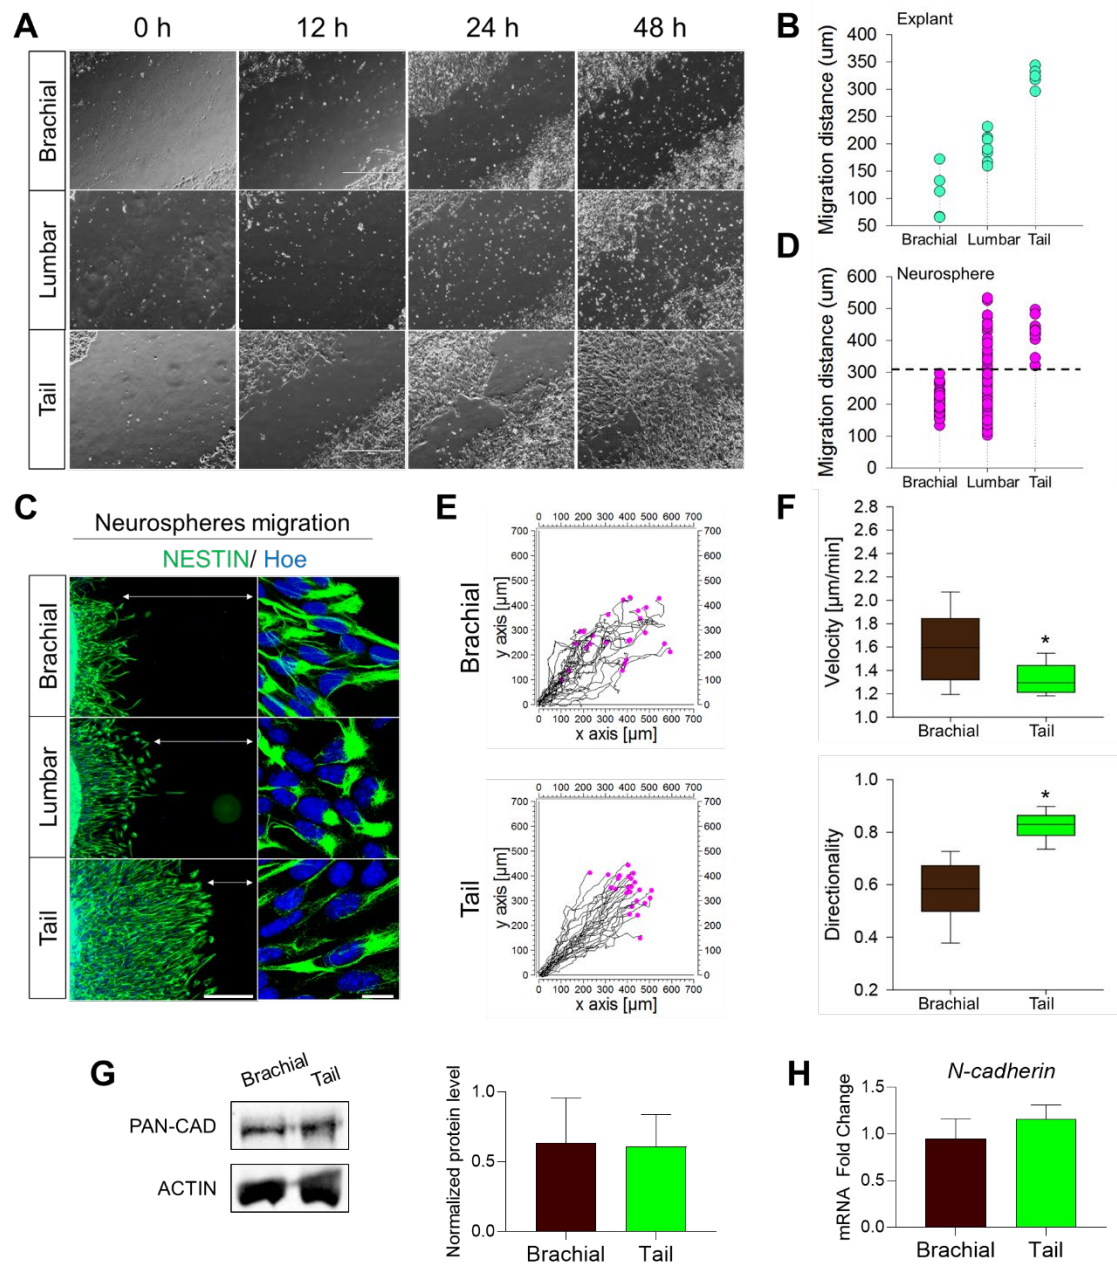

Figure S3. Different Assays of Embryonic NPC Migration. (Related to Figure 3)

- (A) Representative images from different time points during the scratch assay. Scale bar is 200 μm.
- (B) Dot plots of migration distance of cells from explants in Figure 3E. Individual dots represent measurements from single explant. Number of independent experiments = 3; Number of examined explants = 18.
- (C) Representative images of migrating NPCs labeled with NESTIN (Green) and counterstained with Hoechst 33342 (Blue) at 6h of migration. Magnified images of the edge of neurospheres show the polarized morphology of migrating NPCs. Double arrows indicate the distance of migration length across groups. Scale bar is 30 μm, and the magnified scale bar is 3 μm.
- (D) Dot plots of migration distance of cells from the neurospheres. An individual dot represents the measurement of a single neurosphere. Number of independent experiments = 3; Number of examined neurospheres = 150.

(E) Live imaging of individual cell behavior from the neurosphere. Individual pink dots represent the behavior of individual cells out of a single neurosphere. Number of examined cells = 52.

(F) Box plots of the measurements of velocity and directionality of NPCs using neurospheres migration assay to show the migration rate and behavioral differences between two groups. Data are shown as the median $\pm$ s.d, Number of independent experiments = 3, Number of examined cells = 52, *P < 0.001 via Mann-Whitney Rank Sum Test.

(G) Western blots of PAN-CADHERIN in NPCs. Actin was used for normalization. The right bar graph shows the quantification of Pan-cadherin level. Data are shown as mean $\pm$ s.d. The number of independent experiments=3.

(H) Relative mRNA level of *N-cadherin* analyzed using qPCR in brachial and tail-derived NPCs. Data are shown as mean $\pm$ s.d; Number of independent experiments=3.

Figure S4

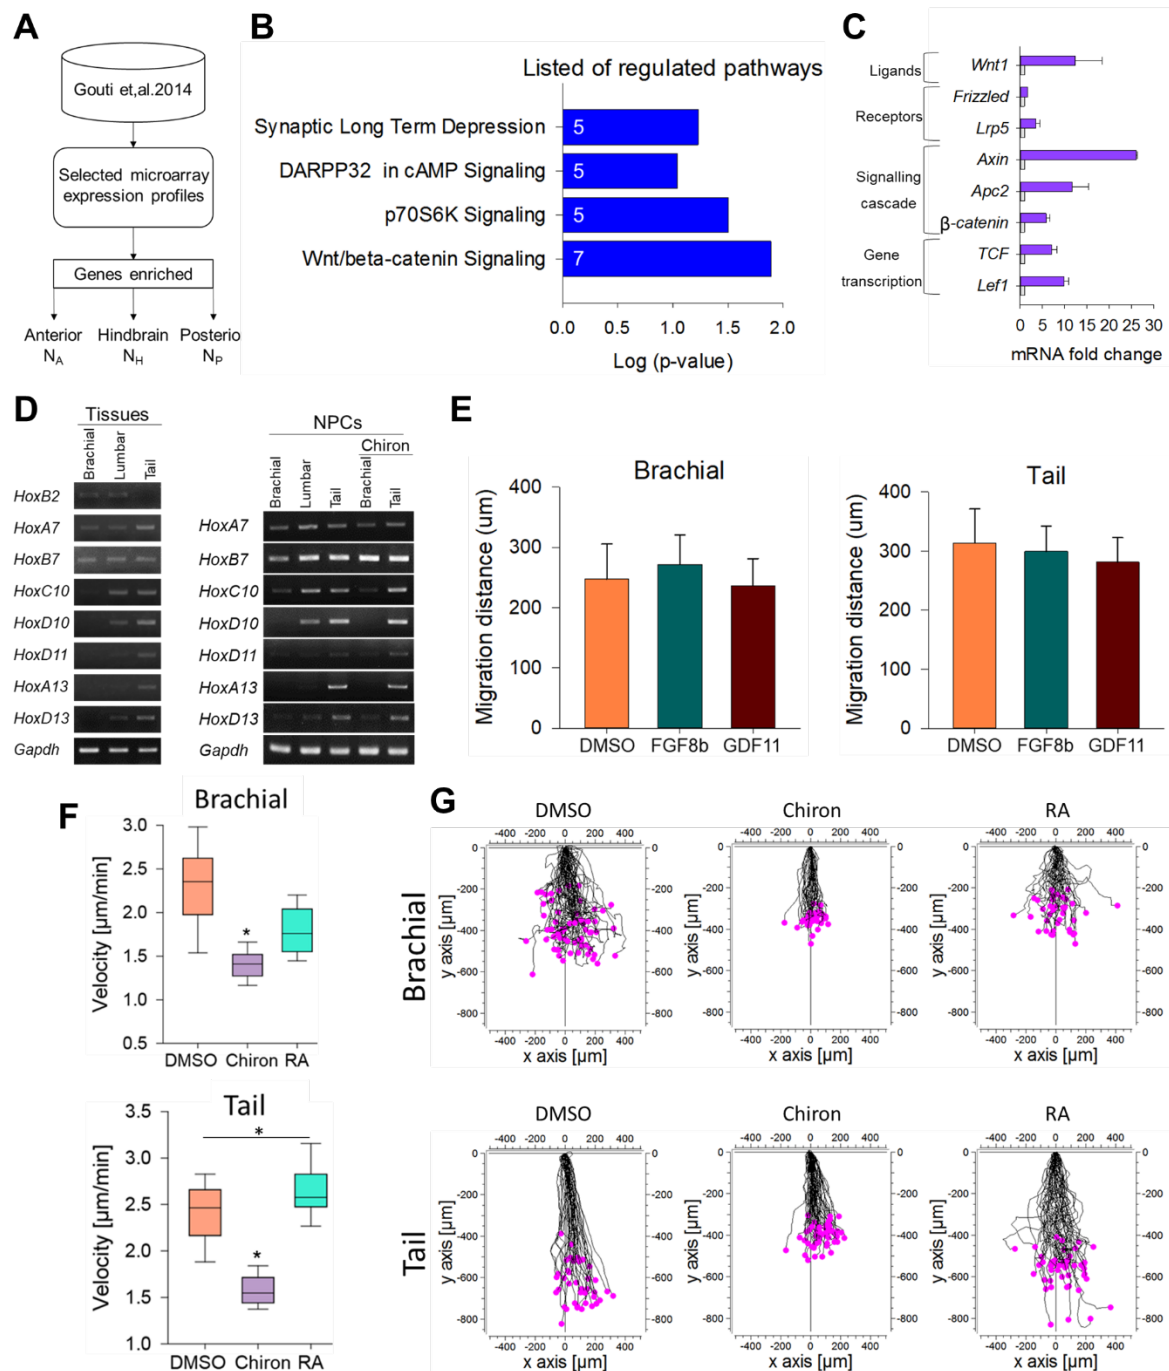

Figure S4. Responsiveness of Embryonic NPCs to Exogenous Activation and Inhibition of Wnt and RA Signalings. (Related to Figure 4)

- (A) Flow chart shows the method of RNA-seq selection from published raw data (Gouti et al., 2014).
- (B) List of signaling pathways substantially enhanced in caudal NPCs detected from the NP/NH expression profile. Numbers in each bar indicate the number of differentially expressed genes in each category.
- (C) qRT-PCR of *Wnt*-related genes. Data are shown as mean $\pm$ s.d. from 3 independent experiments.
- (D) RT-PCR analyses of *Hox* genes expression in tissues and cultured NPCs. Results indicate the activation of Wnt signaling in brachial NPCs with Chiron did not alter their AP regional identity.

(E) Measurements of migration distance of NPCs generated from brachial and tail upon exogenous treatments of 200 ng of FGF8b or 50 ng GDF11. Data are shown as mean $\pm$ s.d.; Number of independent experiments = 3; Number of examined neurospheres = 20.

(F) Box plots show the calculation of the velocity of NPCs pretreated with either DMSO, Chiron or 1 μ M RA before the scratch assay. Single measurement was obtained from the single migrating cell. Data are shown as median $\pm$ s.d.; Number of independent experiments = 3; *P < 0.001 via One Way ANOVA on ranks.

(G) Live imaging of individual cell behavior from the scratch assay upon chemical treatments to show the persistence and migration length of individual brachial and tail-derived NPCs. Number of examined cells = 325.

Figure S5

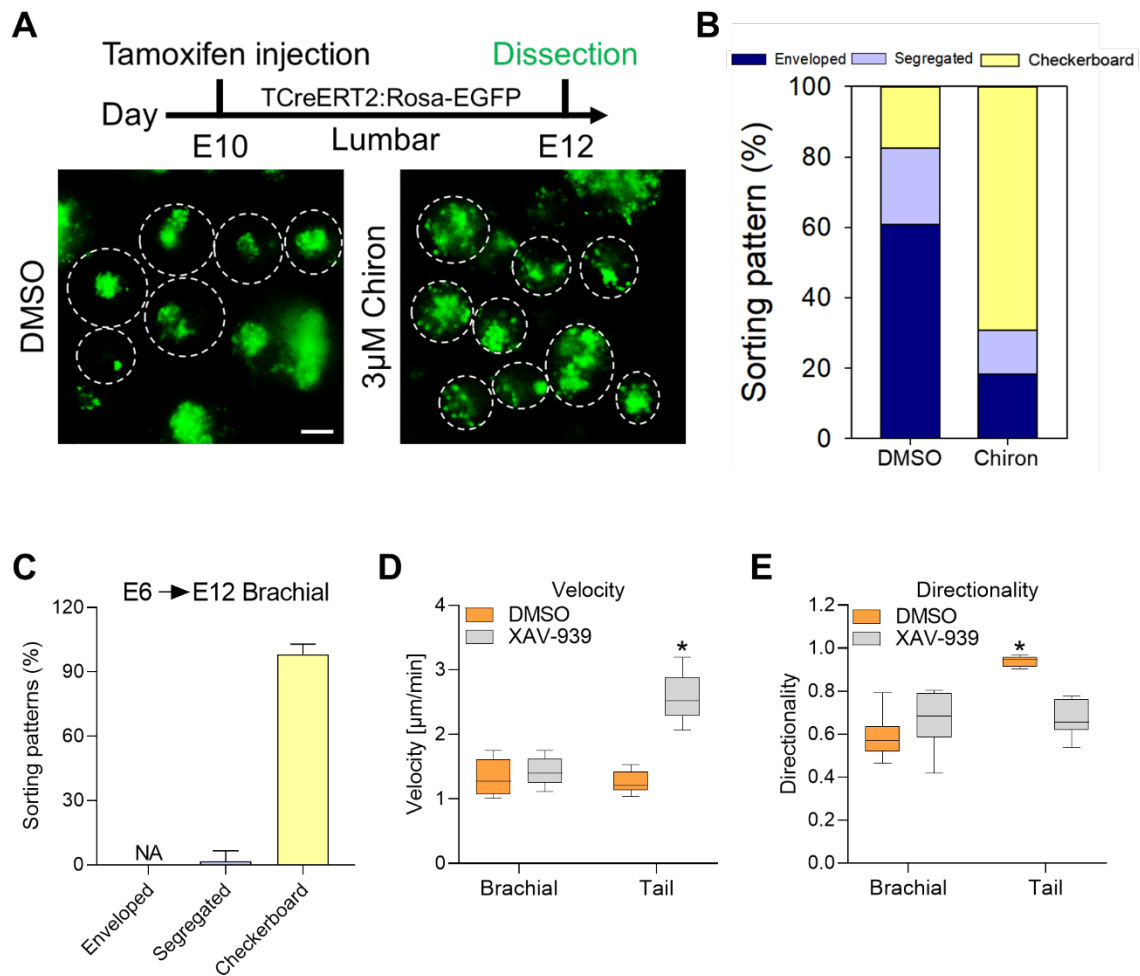

Figure S5. NPCs Adhesion Affinity Isolated from E12 TCreERT2:Rosa-EGFP Lumbar and Brachial tissue. (Related to Figure 2 and Figure 4)

(A) Neurospheres from TCreERT2:Rosa-EGFP embryos (E12) injected with tamoxifen at E10. White dotted lines show the margin of neurospheres. Scale bar is 100µm.

(B) Quantification of the percentage of sorting patterns upon Wnt activation with Chiron treatment; Number of independent experiments = 3; Number of examined neurospheres = 602; *P < 0.05 via One Way ANOVA.

(C) Quantifications of the percentage of sorting phenotypes in brachial-derived neurospheres. Brachial tissue treated with tamoxifen at E6 and dissected at E12 TCreERT2:Rosa-EGFP embryos. Data are shown as mean ± s.d; Number of independent experiments = 3; Number of examined neurospheres = 478; *P < 0.001 via One Way ANOVA. Abbreviations are E, Mouse Embryonic day. P, Passage.

(D) Box plots show the calculation of the velocity of neurospheres pretreated with either DMSO or XAV-939. Single measurement was obtained from the single migrating cell. Data are shown as median ± s.d.; Number of independent experiments = 3; *P < 0.001 via One Way ANOVA on ranks.

(E) Box plots show the calculation of the directionality of neurospheres pretreated with either DMSO or XAV-939. Single measurement was obtained from the single migrating cell. Data are shown as median ± s.d.; Number of independent experiments = 3; *P < 0.001 via One Way ANOVA on ranks.

Figure S6

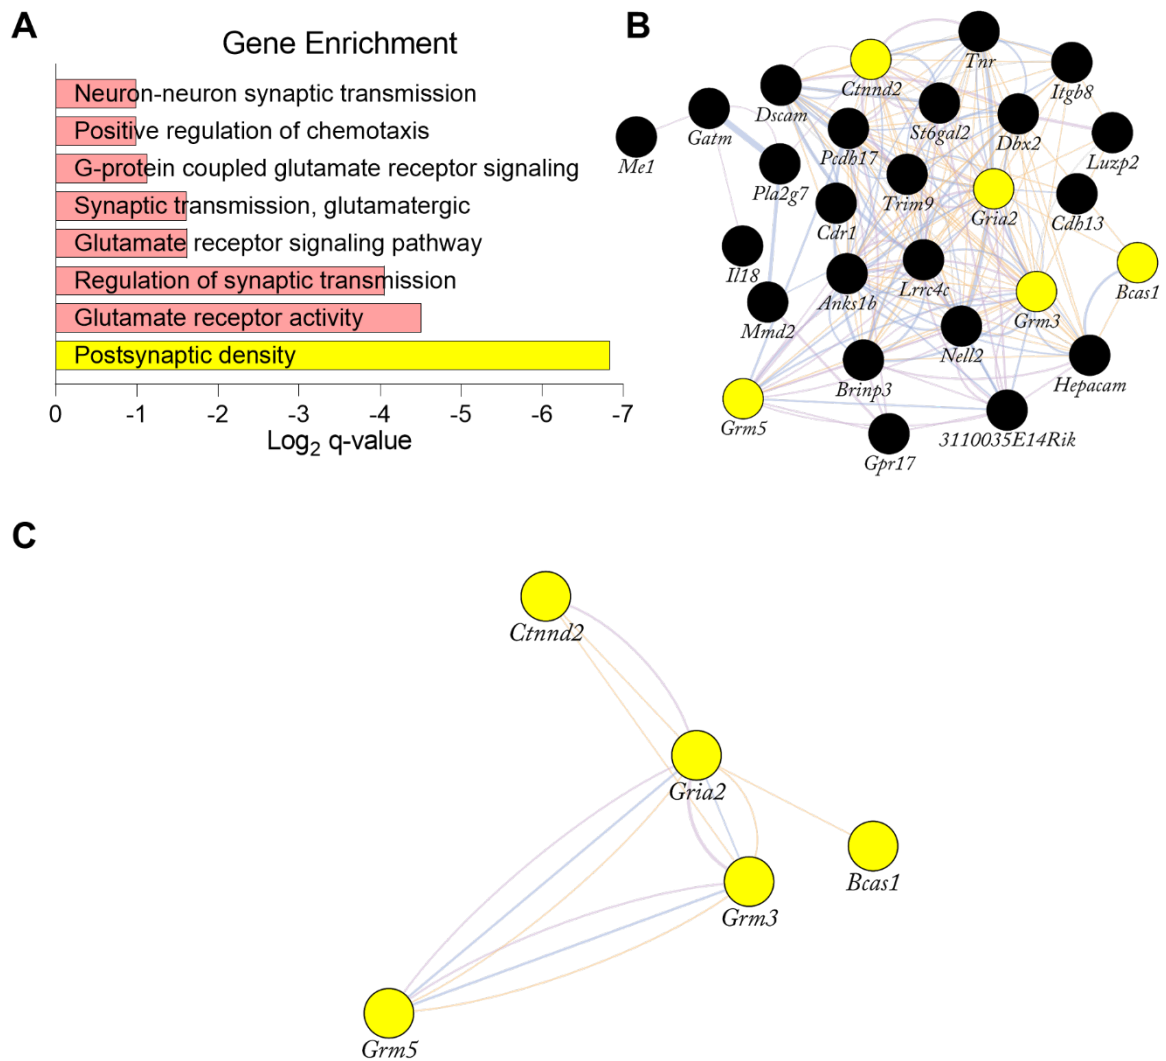

Figure S6. Illustration and Transcriptomic Analysis of Microarray. (Related to Figure 5)

(A) Bar graphs are presenting the enriched GO terms of top 10% down-regulated genes of tail-derived NPCs compared to brachial-derived NPCs. Yellow bar indicates the highest activation genes annotation group.

(B) The interaction network of top 10% down-regulated genes in tail-derived NPCs, yellow genes are grouped according to their GO analysis in (A), the interaction network was predicated using GeneMania and visualized in Cytoscape.

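The network shows genes that the study selected as lower in tail NPCs, and its lines are interactions that GeneMania takes from published resources, so the lines do not come from the array values. Among the 26 genes drawn in Fig. S6B, Grm3 had the largest difference, followed by Hepacam, which encodes a glial adhesion molecule, with a log2 fold change of -3.73 (standard error 0.80, adjusted p = 0.212 from limma). Its RMA value was 6.11 ± 1.17 in tail NPCs and 9.84 ± 1.38 in brachial NPCs (SD, n = 3 arrays each). St6gal2, which encodes a sialyltransferase, had -3.47 (adjusted p = 0.0596), and Gria2, which encodes a subunit of AMPA-type glutamate receptors, had -3.23 (adjusted p = 0.185). All 26 genes were lower in tail NPCs by 2-fold or more. Limma called 1 of the 26, Grm3, lower over all tested genes, and all 26 when adjusted over the list alone. The study chose these genes on the same samples, so these counts are not independent evidence of their direction.

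The glutamate receptors and the postsynaptic scaffold genes were also tested as lists. These were fixed before the array values were examined but after Table S1 and the figures had been read, so they are not independent of the study's results. Of 23 measured glutamate receptors 1 fell (6 when adjusted over the list alone), with a median log2 fold change of -0.32 (camera, adjusted p = 1.67e-06; adjusted p = 0.240 with an estimated correlation). Of 30 measured scaffold genes limma called 0 (10 lower at an unadjusted p under 0.05, and 8 when adjusted over the list alone), with a median of -0.44 (camera, adjusted p = 2.95e-07; adjusted p = 0.240 with an estimated correlation). The median of the glutamate receptors was -0.48 without brachial replicate 2 and -0.55 without tail replicate 3. Limma called 6 glutamate receptors and 5 scaffold genes lower without tail replicate 3, 1 of each without brachial replicate 1, and 0 receptors without brachial replicate 2 or tail replicate 1 or 2.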

(C) Interaction network of genes that are enriched in postsynaptic density, the genes interactions were predicted using GeneMania and visualized in Cytoscape.

MULTIMEDIA FILE LEGENDS

Movie S1. Re-aggregation of rostral (GFP) and caudal (mCherry) hNPs demonstrating the enveloped phenotype. Cell re-aggregation was monitored using Juli^{TM} stage equipped with objective lens 4× and placed in a 5% CO₂ incubator and 37°C. Images were taken per 10 min for 48 h.

Movie S2. Monitoring the migration mode of individual NPC derived from the tail and brachial levels after the scratch assay. Random and amoeboidal mode of brachial NPC migration is clearly observed in comparison to the collective migration of tail NPCs. Cell migrations were monitored using Juli^{TM} stage equipped with objective lens 10× and placed in a 5% CO₂ incubator and 37°C. Images were taken per 10 min for 24 h.

Movie S3. Monitoring the migration mode of individual NPC derived from brachial level pretreated with Chiron for 4 days before the scratch assay. Adhesion between NPCs is enhanced upon Wnt activation with Chiron evident with a collective like migration phenotype. Cell migrations were monitored using Juli^{TM} stage equipped with objective lens 10× and placed in a 5% CO₂ incubator and 37°C. Images were taken per 10 min for 24 h.

SUPPLEMENTAL TABLES

Table S1. List of Up and Down-Regulated Genes in Tail and Brachial-NPCs. Related to Figure 5. fc-Fold Change (Refer to the attached excel file).

Table S2. List of Up and Down-Regulated Genes in N_P and N_H NPCs. Related to Figure 5. fc-Fold Change (Refer to the attached excel file).

Table S3. List of Primer Sequences used for RT-PCR. Related to experimental procedures related to Figures 3-5

Gene	Primer (Forward)	Primer (Reverse)	Size
<i>Ctnnb1</i>	AGTGCAGGAGGCCGAGG	TCAAACGCGTGGATGGGAT	427
<i>Lef1</i>	TCGACTTCAGGTGGTAAGAGA	GCTGGCTTTCTAGTTGCACG	447
<i>Tcf4</i>	GGCGATCTGAGGGGAAAAT	CCGGAGGAACCTTTTCGGACT	596
<i>Axin2</i>	GCTGCGCTTTGATAAGGTCC	TGGTCACCCAACAAGGAGTG	543
<i>cyclin D1</i>	GGTGGGCAGACCTCTTAACC	ACTTTCAGGACAGATCCCG	544
<i>Wnt1</i>	GGTGGGCGATCGTGAACATA	ATTTGCACTCTTGGCGCATC	558
<i>Frizzled</i>	AAGCAGCGAACGTTGCAAAT	AATCGGTCACGAGCACAAC	126
<i>Lrp5</i>	CCATTGTGTTGCACCCTGTG	TGCACCCTCCATTTCCATCC	450
<i>Apc2</i>	TGGACACGTTTTTCGATGCAG	GCCTCAGTGCCATGAAGGAT	460
<i>Apc</i>	TGTGGATCACGAAACAGCCA	CTGCAGTCCCCCAAGTTCAT	571
<i>c-Myc</i>	GTTGGAAACCCCGCAGAC	AGGTCTCGTCGTCAGGATCG	401
<i>Mmp7</i>	TCTTGGGCAGAATGTTCTCTGG	GTGCGAAGGCATGACCTAGA	481
<i>Rar alpha</i>	CAGACACGCAGACGGGTTG	GTGTTGGGCAGGAAGTCTA	595
<i>Rxr beta</i>	AGCCATCTTTGATCGGTCCC	AACCCTGCTAAGTGTTGCCA	501
<i>Dcn</i>	TCCACACCTGCAAACCTTT	GTTCTGAGAGATTCTGGGC	566
<i>Col3a1</i>	GCGAGCGGCTGAGTTTTATG	GGGTCACCATTCTCCAGG	494
<i>Colla2</i>	GTGAACGTGGTGAAGTTGGC	AGCAATACCTGGCAGACCAC	530
<i>Colla1</i>	GTCTGCCAGCAAACAAAGG	TGCTGGTCTAGGGAGCATCT	507
<i>Postn</i>	CTGCTTCAGGGAGACACACC	GCCTCCCCTGGAAAGGTAAC	488
<i>Lum</i>	TGAGAACGTCACAGACCTGC	CGAGTTTCCAGGTACCCAC	493
<i>Snail1</i>	AGCCCAACTATAGCGAGCTG	GGGTACCAGGAGAGAGTCCC	155
<i>Pax3</i>	CCGGGGCAGAATTACCCAC	GCCGTTGATAAATACTCCTCCG	99
<i>Bra-T</i>	ACAACCACCGCTGGAAATATG	CTCTCACGATGTGAATCCGAG	231
<i>HoxB2</i>	TTGAATTTGAGAGGGAGATTGGT	TTTGACCTGCCTTTCGGTGA	551
<i>HoxA7</i>	AAAACCTGTTACCGGCCACA	GTAACCTGTCCGCCCAAAGA	575
<i>HoxB7</i>	CGAACAACTTCTTGCGCCT	GTTCCCGGTCCTGAGGTTTT	528
<i>HoxC10</i>	AGCGCTATAACCGTAACGCA	AGCTGAGGCGATTCCAGATG	508
<i>HoxD10</i>	CATTTCTGCCGAGGTCCCTT	AATCTTGACCTGCCTGTCGG	568
<i>HoxD11</i>	ACACCAAGTACCAGATCCGC	TCTAGCCCCATGGCCTAACT	532
<i>HoxA13</i>	ACAAGTACATGGACACCGCC	TCGTAGCGTATTCCCGTTCG	408
<i>HoxD13</i>	CTCTTCGTCGTCGTCGTCAT	TTCCCCGGATCCAAAAGTGG	400
<i>Gapdh</i>	CATCACTGCCACCCAGAAGACTG	ATGCCAGTGAGCTTCCCGTTTCTCAG	153

SUPPLEMENTAL EXPERIMENTAL PROCEDURES

Mice and Embryos

For transgenic mice, the TCreERT2 transgenic mouse line used in this work was generated as described previously (Anderson et al., 2013). The TCreERT2 transgenic and Rosa-EGFP reporter mice were purchased from Jackson ImmunoResearch Laboratory. TCreERT2 males were crossed with Rosa-EGFP females to generate TCreERT2: Rosa-EGFP transgenic males, which have *EGFP* insertion in the *Bra-T* promoter, with successful Cre excision upon tamoxifen injection being indicated by EGFP expression in Bra-T-expressing tissues. Rosa-EGFP females were then back-crossed with TCreERT2: Rosa-EGFP males and plugged females were separated on the next day and labeled as embryonic day 1 (E1). Pregnant females were subjected to treatment with 0.175 mg/g tamoxifen. Tamoxifen injection time was at E8 or E10 for labeling Bra-T expressing cells before and after NT closure, respectively. Pregnant females were then sacrificed at E12 for dissecting out the embryos and processed for *in vitro* and *in vivo* experiments. For experiments with wild-type animals, pregnant female C57BL/6 mice at E10 and E12 were purchased from Dae Han Biolink Co. Ltd (Korea). All experiments were performed in accordance with the ethical guidelines of Korea University and with the approval of the Animal Care and Use Committee of Korea University (KUIACUC-2015-22).

Embryonic Neural Progenitor Culture

Embryonic NPC culture was performed as described previously (Shaker et al., 2015). For tail-derived NPCs, somite tissue was removed as much as possible to prevent contamination of other cell types. For spinal cord-derived NPCs, tissues between forelimbs and hindbrain, forelimbs and hind-limbs, and between hind-limbs and tail were precisely dissected and grouped as brachial, thoracic, and lumbar, respectively. Dissected tissues were then incubated for 15 min with Accutase (Innovative Cell Technologies) at 37°C for complete dissociation of tissues into single cells. NPCs (10^4 cells) were seeded on ultra-low attachment surface culture dish (Corning: REF3471) and expanded into neurospheres for four days in N2 media containing supplements of 1% serum-free N2 (Gibco) and 2% B27 (Gibco), and 1% penicillin-streptomycin (Gibco BRL) in Dulbecco's modified Eagle medium (DMEM)/F12 (Wegene) with daily addition of bFGF (20 ng/ml; R & D) and EGF (20 ng/ml; Invitrogen). For viral infection, the virus concentration was adjusted to 1×10^9 transducing units per milliliter and GFP or RFP was injected into NPCs at day 1 as described previously (Kim et al., 2015b). The EVOS FL cell imaging system (Life Technologies) was used to assess ~~the~~ transfection efficiency. Four days after viral transfection, labeled-neurospheres were dissociated and single cells were used for the sorting assay. For various treatments, the following were added to N2 media containing EGF/bFGF: 3 μ M Chiron (Sigma Aldrich) for activating the Wnt/ β -

catenin signaling pathway, 200 ng/ml DKK-1 (Peprotech), 1 μ M XAV-939 (Selleckchem), and 1 μ M Wnt-C59 (Cellagen Technology) for blocking the Wnt/ β -catenin signaling pathway, 1 μ M RA for activating the RA signaling pathway, 200 ng of FGF8b and 50 ng GDF11. For NPCs differentiation, NPCs were seeded onto coverslips coated with poly-L-ornithine (PLO) (Sigma-Aldrich) and laminin (5 μ g/ml; Invitrogen) and maintained in N2 media for six days without EGF/bFGF. Transfection of NPCs with GFP or RFP-retrovirus was carried out as described previously (Kim et al., 2015b).

Migration Assays

Scratch assay of NPCs was performed as described previously (Liang et al., 2007). Briefly, 100,000 cells from Passage 1 NPCs were seeded and cultured onto pre-coated six-well culture dish (SPL Life Sciences: Ref32006) with PLO and laminin for four days to create a confluent monolayer. A straight-line scratch was then made using a 1 ml pipette tip, and cells were washed with new N2 media containing bFGF/EGF to remove debris. The culture dish was placed back in the incubator at 37°C for 48 h, and a series of images were acquired from similar fields to calculate the percentage of wound closure. To assess the polarity of NPCs during migration, cells were fixed at 12 h of migration with 4% paraformaldehyde (PFA) for 20 min at room temperature (RT), and only migrating cells near the edge of the scratch were analyzed with appropriate markers. For the *ex vivo* migration assay, explants of similar sized neural tissues were dissected out from pregnant dams at E12 in pre-chilled Hank's buffered salt solution (HBSS) (Gibco). Neural tissues were transferred onto a six-well culture dish pre-coated with PLO and laminin-containing N2 media with EGF/bFGF. The dish was then incubated at 37°C for 12 h. Images were then acquired to measure the migration length of cells away from the edge of explants. Neurosphere radial migration was performed as described previously (Kim et al., 2015a). All images were acquired using the EVOS FL cell imaging system (Life Technologies), and measurement and quantifications were performed using the ImageJ program (USA National Institutes of Health).

Cell Sorting Assay

GFP- and RFP-labeled neurospheres were dissociated using Accutase (Innovative Cell Technologies) at 37°C for 10 min. Single cells were then co-cultured in 1:1 ratio with final plating density of 5×10^5 cells/2 ml N2 medium supplemented with EGF/bFGF. De-mixed cells were co-cultured for four days before quantification of sorting phenotypes. For pre-treatment sorting assay, NPCs at passage 0 were pre-treated with either DMSO (Sigma Aldrich), 3 μ M Chiron, 200 ng/ml DKK-1 (Peprotech), 1 μ M XAC-939 (Selleckchem), 1 μ M Wnt-C59 (Cellagen Technology) or 1 μ M RA (Sigma Aldrich) for four consecutive days. Pre-treated NPCs were then passaged and re-aggregated at passage 1 for four days to promote the formation of sorting phenotypes. Images of

live sorted neurospheres were then acquired using the EVOS FL cell imaging system (Life Technologies) to assess the percentage of sorting phenotypes.

Human Embryonic Stem Cells Culture and Differentiation

H9-GFP and H9-mCherry human embryonic stem cell (hESC) lines (Gift from Prof. Dong Wook Han from Konkuk University) were maintained in E8 medium (Stem Cell Technologies) on Matrigel (BD Bioscience). To initiate the differentiation, hESC clumps were passaged with ReLeSR (Stem Cell Technologies) onto Matrigel-coated plates in mTeSR medium (Stem Cell Technologies) to increase the efficiency of differentiation. The following day, ReLeSR was replaced with N2 media containing supplements of 1% serum-free N2 (Gibco), 2% B27 (Gibco), 1% penicillin-streptomycin (Gibco BRL), 1% modified Eagle medium (MEM) non-essential amino acids (Gibco) and 0.1% β -mercaptoethanol (Gibco) in DMEM/F12 medium (Welgene). Chiron (3 μ M) (Sigma Aldrich) and 10 μ M of SB 431542 (Tocris) were added for three days to induce NMPs, or dual Smad inhibitors 10 μ M LDN-193189 (Stemgent) and 10 μ M SB were added for three days to induce anterior NPCs. Both anterior and posterior NPC colonies were maintained in N2 media containing bFGF (25 ng/ml) for three days before the cell sorting assay. Sorting phenotypes of sorted human neurospheres were evaluated using the EVOS FL cell imaging system (Life Technologies).

Immunostaining

Immunohistochemistry (IHC) was performed as described in (Shaker et al., 2015), and immunocytochemistry was performed as described previously (Kim et al., 2015a). Whole-mount IHC for embryonic tails and the neurospheres was performed as described previously (Yokomizo et al., 2012). Embryonic tissues were fixed in 4% PFA for 20 min on ice, followed by three times washing with PBS at 4°C. Samples were then dehydrated in 100% methanol for 10 min at 4°C before incubation with DMSO:H₂O₂:Methanol 3:2:1 ratio overnight at RT. Samples were then washed three times with PBS before blocking with 10% BSA contains 5% DMSO to promote the penetration of antibodies. Neurospheres were fixed in 4% PFA for 20 min at RT, and the fixed neurospheres were then washed twice with 0.1 $\times$ phosphate buffer saline Triton X-100 (PBST) for 10 min at RT. Bovine serum albumin (BSA) (6%) (Millipore) in 1 $\times$ PBS buffer containing 0.2% Triton X-100 was used to block neurospheres for 12 h at RT.

Primary antibodies GFP (Abcam ab13970, 1:2000), BRA-T (R&D AF2085, 1:500), SOX2 (Millipore AB5603, 1:500), NESTIN (Millipore MAB353, 1:500), N-CADHERIN (BD Biosciences 610921, 1:500), Γ -TUBULIN (Santa Cruz j1612, 1:55), PAN-CADHERIN (Santa Cruz sc-8066, 1:500), B-ACTIN (Sigma A5441, 1:500), GFAP (Invitrogen A12379, 1:500), TUJ1 (Sigma T2200, 1:1000), BETA-CATENIN (BD 610153, 1:500), BETA-

CATENIN (Sigma C2206, 1:500), TUJ1 (Millipore AB5320, 1:1000) and NG2 (Millipore AB5320, 1:500) were applied and incubated for 48 h at RT, and the samples were then washed thrice with 0.1× PBST at RT and incubated with secondary antibodies for an additional 48 h at RT. After washes with 0.1× PBST, the samples were mounted and imaged by confocal microscopy (Leica TCS SP5). Alexa-488, Alexa-546, and Alexa-633-conjugated secondary antibodies were obtained from Jackson ImmunoResearch Laboratory.

Live Imaging

Live cell imaging analysis was performed as previously described (Kim et al., 2015a). Neurospheres of similar sizes and single cells were seeded on culture plates coated with PLO and laminin in N2 media containing EGF/bFGF. Neurospheres were allowed to migrate for 6 h, and the scratched monolayer cells were allowed to migrate till complete wound coverage was achieved. Images were acquired after every 10 min (interval time) using Juli™ stage (NanoEntek, Seoul, Korea) under the 10× objective. The behavior of individual migrated cells was then analyzed using the ImageJ software (USA National Institutes of Health), and raw data were plugged in the Chemotaxis and Migration Tool software version 1.01 (Ibidi) to quantify directionality and velocity and to generate the migrating behavior video and cell trajectory of individual cells.

Imaging, Quantification, and Analysis

Acquired digital images were processed in Adobe Photoshop CS6. For calculating the migration distance of neurospheres and explants, total distance from the core to the edge of the radially migrated cells was measured using the ImageJ software (USA National Institutes of Health). Neurospheres and explants with similar sizes (ranged 180–210 μm) were included in the measurements. For the scratch assay, three images were acquired from the field along with the scratch on day 0, and images from similar fields were taken with 12 h interval time to calculate wound closure speed. ImageJ was used to stack images and generate a video of cell migration behavior. Images were acquired using the EVOS FL cell imaging system (Life Technologies), objective lens LPlan 2×/0.06. Matlab software (R2018a) was used to code and generate angle histogram (rose polar plot), the code being

```
sample = [angle measurement]
sample = sample./180*pi
sample = polarhistogram(sample, 'Normalization', 'Probability')
```

The front to rear ratio was calculated from the polar plot of each group accordingly. For area measurement, scale bar was adjusted, and the area was quantified using Polygon in ImageJ. For aspect ratio, total width and length of the individual cell was measured, and the following formulas were then used to generate the aspect ratio values, the formula being

Aspect ratio = *width/length*

qRT-PCR

Total RNA was isolated from neurospheres as described previously (Shaker et al., 2015). For qPCR, SYBR Green with low ROX (Enzynomics) was used. PCR standard reaction conditions were set according to the manufacturer's instructions. PCR primers were designed using the NCBI free online system. All experiments were performed in biological duplicates or triplicates for each sample analyzed. Expression values were normalized against the GAPDH expression value of each sample, means and standard deviations were calculated and plotted using the Sigma Plot 12.5® software. Primers are listed in Appendix Table S3.

Western Blot

NPCs were collected and lysed with protein lysis buffer (100 mM Tris, pH6.8 and 4% SDS, and a cocktail of protease and phosphatase inhibitors (Roche)). After sonication of cells, protein concentration was quantified using bicinchoninic acid (BCA) protein assay kit according to the manufacturer's instructions. After quantification, samples were then heated for 10 min at 100°C. Optimized amount of protein was loaded and separated using 10% SDS-PAGE, separated proteins were then transferred onto a Nitrocellulose Blotting Membrane (Amersham™ Proton™ 0.2 µM NC). The membrane was then blocked by 5% BSA in TBS-T (20 mM Tris-HCl, pH 7.6, 136 mM NaCl, and 0.1% Tween-20) for 1h at RT, followed by primary antibody incubation for 12h at 4°C. The membrane was then washed with 1X TBST 3 times for 10 minutes each at RT before incubation with secondary antibody diluted 1:5000 in 5% Skim Milk in 1X TBST for 1h at RT. The membrane was washed again washed with 1X TBST 3 times for 10 minutes each at RT before visualization with ECL kit (Thermo, Cat# 32106).

Atomic Force Microscopy

For *in vivo* samples, brachial and tail tissues were dissected at E12 and sectioned into 1 mm slices before stiffness measurement. For *in vitro* samples, neurospheres were expanded as mentioned above, and similarly sized neurospheres were selected for stiffness measurement. All samples were measured by a Park's System's (NX10, Korea) instrument using the PinPoint™ nanomechanical mode at RT. The AFM cantilever used for measurement was a PPP-LFMR tip from Nanosensors Inc. with 10 nm R tip curvature, a silicon cantilever used for lateral/friction force microscopy. The measured signals were then converted to kPa unit using the Hertzian model, with Poisson's ratio of the sample value being 0.5.

Scanning Electron Microscopy

Expanded neurospheres were immediately fixed with 2.5% glutaraldehyde in 0.1M phosphate buffer at 4°C for 2 h, before washing twice or thrice with 0.1 M phosphate buffer. Fixed neurospheres were then soaked in 1% osmium tetroxide in 0.1 M phosphate buffer for 1 h 30 min at RT as a secondary fixation. Subsequently, fixed

neurospheres were dehydrated using a series of ethanol washes (60%, 70%, 80%, 90%, and 95%) for 15 min each, followed by three washes with 100% ethanol for 30 min each at RT. Dehydrated neurospheres were immersed twice in tert-butyl alcohol for 20 min at RT. Neurospheres were then frozen at -70°C and freeze-dried to remove tert-butyl alcohol. Finally, neurospheres were mounted on top of a sample holder with a carbon tape, coated with platinum, and viewed under a scanning electron microscope (Hitachi S-4700).

Microarray Data Acquisition and Analysis

Mouse embryonic NPCs samples were prepared as explained above. RNA purity and integrity were evaluated by ND-1000 Spectrophotometer (NanoDrop, Wilmington, USA), Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, USA). The Affymetrix Whole transcript Expression array process was executed according to the manufacturer's protocol (GeneChip Whole Transcript PLUS reagent Kit). cDNA was synthesized using the GeneChip WT (Whole Transcript) Amplification kit as described by the manufacturer. The sense cDNA was then fragmented and biotin-labeled with TdT (terminal deoxynucleotidyl transferase) using the GeneChip WT Terminal Labeling kit. Approximately 5.5 μg of labeled DNA target was hybridized to the Affymetrix GeneChip Human 2.0 ST Array at 45°C for 16 hours. Hybridized arrays were washed and stained on a GeneChip Fluidics Station 450 and scanned on a GCS3000 Scanner (Affymetrix). Signal values were computed using the Affymetrix® GeneChip™ Command Console software. Obtained raw data were extracted automatically in Affymetrix data extraction protocol using the software provided by Affymetrix GeneChip® Command Console® Software (AGCC). After importing CEL files, the data were summarized and normalized with the robust multi-average (RMA) method implemented in Affymetrix® Expression Console™ Software (EC). We exported the result with gene level RMA analysis and performed the differentially expressed gene (DEG) analysis. The comparative analysis between tail-NPCs and brachial-NPCs was carried out using fold change. For a DEG set, hierarchical cluster analysis was performed using complete linkage and Euclidean distance as a measure of similarity. Gene-enrichment and functional annotation analysis for significant gene list were performed based on Gene Ontology (www.geneontology.org/) using GeneMania and visualized using Cytoscape software 3.7.0®. Raw data can be accessed through the accession number GSE132089.

The RNA-seq data of N_H and N_P like NPCs were obtained from a previously published study (Gouti et al., 2014). N_P/N_H ratio was done using Ingenuity® Pathway Analysis (IPA®) software. Genes with ≥ 2 -fold change were subjected to GO analysis to obtain enriched gene ontology using GeneMania visualized using Cytoscape software 3.7.0®.

Statistical Analysis

Normally distributed data were expressed as the mean $\pm$ standard deviation of the mean of independent experiments. The median $\pm$ standard deviation was used to express the non-normally distributed data. The sample size was determined using power analysis. The number of biological replicates as well as the sample size are indicated in the figure legends. When comparing two groups, we used the Student's t-test. A one-way or two-way ANOVA was used for comparison of multiple groups, followed by the Tukey's post-hoc analysis for comparisons to a single control. Statistical analysis was performed using Sigma Plot 12.5® software. Minimal statistical significance was defined at $P < 0.05$.

SUPPLEMENTAL REFERENCES

Anderson, M.J., Naiche, L., Wilson, C.P., Elder, C., Swing, D.A., and Lewandoski, M. (2013). TCreERT2, a transgenic mouse line for temporal control of Cre-mediated recombination in lineages emerging from the primitive streak or tail bud. *PloS one* 8, e62479.

Gouti, M., Tsakiridis, A., Wymeersch, F.J., Huang, Y., Kleinjung, J., Wilson, V., and Briscoe, J. (2014). In vitro generation of neuromesodermal progenitors reveals distinct roles for wnt signalling in the specification of spinal cord and paraxial mesoderm identity. *PLoS Biol* 12, e1001937.

Kim, H.J., Shaker, M.R., Cho, B., Cho, H.M., Kim, H., Kim, J.Y., and Sun, W. (2015a). Dynamin-related protein 1 controls the migration and neuronal differentiation of subventricular zone-derived neural progenitor cells. *Scientific reports* 5, 15962.

Kim, J.Y., Choi, K., Shaker, M.R., Lee, J.-H., Lee, B., Lee, E., Park, J.-Y., Lim, M.-S., Park, C.-H., Shin, K.S., *et al.* (2015b). Promotion of cortical neurogenesis from the neural stem cells in the adult mouse subcallosal zone. *Stem cells* 12, 1-19.

Liang, C.-C., Park, A.Y., and Guan, J.-L. (2007). In vitro scratch assay: a convenient and inexpensive method for analysis of cell migration in vitro. *Nature protocols* 2, 329-333.

Shaker, M.R., Kim, J.Y., Kim, H., and Sun, W. (2015). Identification and characterization of secondary neural tube-derived embryonic neural stem cells in vitro. *Stem cells and development* 24, 1171-1181.

Yokomizo, T., Yamada-Inagawa, T., Yzaguirre, A.D., Chen, M.J., Speck, N.A., and Dzierzak, E. (2012). Whole-mount three-dimensional imaging of internally localized immunostained cells within mouse embryos. *Nature protocols* 7, 421-431.

# Supplementary material for: Anteroposterior Wnt-RA Gradient Defines Adhesion and Migration Properties of Neural Progenitors in Developing Spinal Cord
**Source:** Stem Cell Reports. 2020 Sep 24;15(4):898–911. doi: 10.1016/j.stemcr.2020.08.016
**Supplement:** Document S2. Article plus Supplemental Information

Anteroposterior Wnt-RA Gradient Defines Adhesion and Migration Properties of Neural Progenitors in Developing Spinal Cord

Mohammed R. Shaker,^{1,2} Ju-Hyun Lee,¹ Si-Hyung Park,¹ Joo Yeon Kim,¹ Gi Hoon Son,^{3,4} Jong Wan Son,⁵ Bae Ho Park,⁵ Im Joo Rhyu,¹ Hyun Kim,¹ and Woong Sun^{1,*}

<https://doi.org/10.1016/j.stemcr.2020.08.016>

SUMMARY

Mammalian embryos exhibit a transition from head morphogenesis to trunk elongation to meet the demand of axial elongation. The caudal neural tube (NT) is formed with neural progenitors (NPCs) derived from neuromesodermal progenitors localized at the tail tip. However, the molecular and cellular basis of elongating NT morphogenesis is yet elusive. Here, we provide evidence that caudal NPCs exhibit strong adhesion affinity that is gradually decreased along the anteroposterior (AP) axis in mouse embryonic spinal cord and human cellular models. Strong cell-cell adhesion causes collective migration, allowing AP alignment of NPCs depending on their birthdate. We further validated that this axial adhesion gradient is associated with the extracellular matrix and is under the control of graded Wnt signaling emanating from tail buds and antagonistic retinoic acid (RA) signaling. These results suggest that progressive reduction of NPC adhesion along the AP axis is under the control of Wnt-RA molecular networks, which is essential for a proper elongation of the spinal cord.

INTRODUCTION

The vertebrate central nervous system (CNS) is organized along the anteroposterior (AP) axis. At the anterior level, the neuroectoderm is the first ancestor to emerge during CNS development. The neuroectoderm switches to neuroepithelial cells (NECs), which generate a large pool of neural stem cells (NSCs) and eventually produce most CNS cell types, including neurons, astrocytes, oligodendrocytes, and ependymal cells. Morphologically, NECs first form the neural plate, which subsequently undergoes convergent extension, elevation, bending, adhesion, and fusion to form the neural tube (NT), a primitive structure of the CNS (Pai et al., 2012). These early neurulation events produce the anterior part of the body, whereas a transition occurs at the tail-bud level to meet the demand for the posterior body axis elongation, where biopotent neuromesodermal progenitors (NMPs) continually provide neural tissues (Henrique et al., 2015). While NMPs provide trunk neural tissues before neurulation and can contribute to primary neurulation, axial elongation continues after trunk elongation and a distinct developmental morphogenetic event for extending the caudal part of the trunk and tail (Steventon and Arias, 2017). These caudal elongations differ from the early phase with respect to the underlying mechanisms that rely less on the convergence extension and ingression of NECs. This second phase of morphogenesis is often defined as secondary neurulation, which includes aggregation, cavitation, and caudal-to-rostral migration of NMP-derived neural progenitors (NPCs) (Kawachi et al., 2020).

The NPCs in the NT are, thus, roughly divided into two groups depending on their developmental origin and position, namely, anterior NE-derived NPCs and posterior NMP-derived NPCs. We have addressed the regional differences in NPCs and reported that NPCs from the posterior NT lose their identity and differentiate faster even in the presence of epidermal growth factor and basic fibroblast growth factor (Shaker et al., 2015). Consistent with our findings, the developing human spinal cord-derived neurospheres have limited life span and neurogenic potential compared with those derived from the brain (Kukekov et al., 1997). Studies involving two different culture approaches showed that the human spinal cord contains different neural precursors (Walder and Ferretti, 2004). In addition, several mutations affect the formation of the spinal axis but not brain structures (Handrigan, 2003). Thus, it is obvious that not all NPCs are equivalent, and the differences in their properties are attributed to their developmental origin and final environment.

It is well established that local morphogen gradients are implicated in NT patterning. Caudal factors such as *Wnts*, *Gdf11*, and *Fgfs* are expressed at the tail bud of the developing spinal cord, and inhibition of them arrests trunk elongation (Young et al., 2009). On the other hand, retinoic acid (RA) is secreted by anteriorly positioned somites and defines the anterior identity by suppressing caudal Wnt and fibroblast growth factor (FGF) signaling (Tenin et al., 2010). FGFs and Wnts also regulate axial elongation at least partly by affecting the proliferative pool size of NMPs. Hence, different NPCs along the AP axis of the

developing spinal cord are exposed to different-graded signaling, which in turn defines the positional identity with the expression of distinct *Hox* (Zheng et al., 2015). Although cellular heterogeneity and gradient signals for AP patterning are relatively well described, how these regional differences in NPC identity and environmental signals contribute to caudal NT elongation and morphogenesis is less understood.

Thus, it is obvious that not all NPCs are equivalent, and the differences in their properties are attributed to their developmental origin and final environment. Axial elongation involves morphological changes in cells and their movements. For somitogenesis, caudal mesoderm progenitor cells increase in their protrusive activity, rotate to align along the mediolateral axis, and migrate rostrally to build up the somites (Afonin et al., 2006). Neural tissues are also highly polarized with strong adherens, gap, and tight junctions (Shimokita and Takahashi, 2011). After the NT is formed, NSC-derived NPCs start migrating radially or tangentially out of the NT, which is partially regulated by cell adhesion, resulting in various morphological changes. Therefore, it is presumable that dynamic alterations in the adhesion and migration of NPCs is required for the caudal elongation and NT morphogenesis. In fact, the differential interfacial tension hypothesis (DITH) is the best-known theory that explains the spontaneous cell-cell interactions and patterning of embryos during development (Brodland, 2002). This mathematical model postulates that adhesive cells sort to the periphery and envelop the stronger adhesive cells, which is based on the differences in cortical tension driven by the actomyosin cytoskeleton. Eventually, many studies applied this model to study the adhesion properties of several cell types (Canty et al., 2017; Stirbat et al., 2013). In this study, we attempted to gain a detailed understating of the cellular behavior of NPCs during NT elongation, and accordingly, we addressed (1) the difference in the adhesion of NPCs depending on the position in the AP axis; (2) the difference in NPC adhesion promotes distinct migration behaviors; and (3) whether the mechanism mediating NPC behavior in AP gradients is morphogen dependent. Based on our exploration, we propose that caudal Wnt signaling control the adhesive and migratory properties of NPCs, which is dependent by the caudal secretion of RA.

RESULTS

Differential Cell Adhesion Properties of NPCs along the AP Axis of the Developing NT

We performed a cell-sorting assay to obtain the estimation of cell-cell adhesion of NPCs at different levels of the NT (Schötz et al., 2008). NPCs were isolated from different regions of the NT and expanded by neurosphere culture

in vitro (Figures 1A, and S1A). Tail-derived NPCs were labeled with retrovirus-RFP and mixed with GFP-labeled NPCs derived from the brain or brachial level in a 1:1 ratio (Figure 1A). Re-aggregated neurospheres exhibited distinct sorting phenotypes, including checkerboard (cells have similar adhesion affinity), segregated (similar adhesion with weak interaction), and enveloped (core cells have stronger adhesion than periphery cells) (Figure 1A). Interestingly, we identified a strong gradient of cell-sorting phenotypes along the AP axis. A mixture of brain-derived and tail-derived NPCs resulted in >70% enveloped phenotype, with tail-derived NPCs in the core (Figures 1B and 1C). The percentage of enveloped-type re-aggregates was progressively reduced when tail-derived NPCs were mixed with NPCs from lower positions along the AP axis, with a compensatory increase in the segregated- and checkerboard-type re-aggregates. Expression of molecular markers for NPCs (SOX2 and NESTIN) and differentiation of these cells upon growth factor withdrawal yielded multiple types of neural cells, confirming that these are indeed NPCs irrespective of their adhesion properties (Figure S1B). A complete absence of *Bra-T*-expressing NMPs or mesodermal cells in the neurospheres was confirmed by RT-PCR and immunostaining (Figures S1B and S1C). We found the weak expression of *Snail1* and *Pax3* (markers for neural crest cells) in both brachial- and tail-derived NPCs (Figure S1C), and we failed to completely rule out the possibility that neural crest cells were not completely removed. However, it is unlikely that the potential contamination of neural crest cells significantly affected the experimental outcome or data interpretation.

We also tested whether human NPCs (hNPCs) demonstrated AP axis-dependent properties similar to those observed in mouse NPCs. Human H9 embryonic stem cells (hESCs) were differentiated into rostral or caudal NPCs using a published protocol (Lippmann et al., 2015) (Figure 1D), and their regional identity was validated with *HOX* expression patterns (Figure 1E). Similar to the results obtained with mouse NPCs, the majority of caudal hNPCs were enveloped by rostral hNPCs in the sorting assay (Figures 1F and 1G, and Video S1), suggesting that AP axis-dependent gradient of adhesion property is evolutionarily conserved in human and mouse.

A comparison of scanning electron microscopy images of neurospheres from brachial and tail regions showed significant differences in the surface morphology (Figure 1H), as the surface of brachial-derived neurospheres was rough and cell margins were easily identifiable, whereas the surface of tail-derived neurospheres was rather smooth and the cell margins were difficult to identify (Figure 1H, individual cells are differentially color coded in magnified images on the right). A similar difference was also observed in neurospheres derived from rostral and caudal hNPCs (Figure S2A).

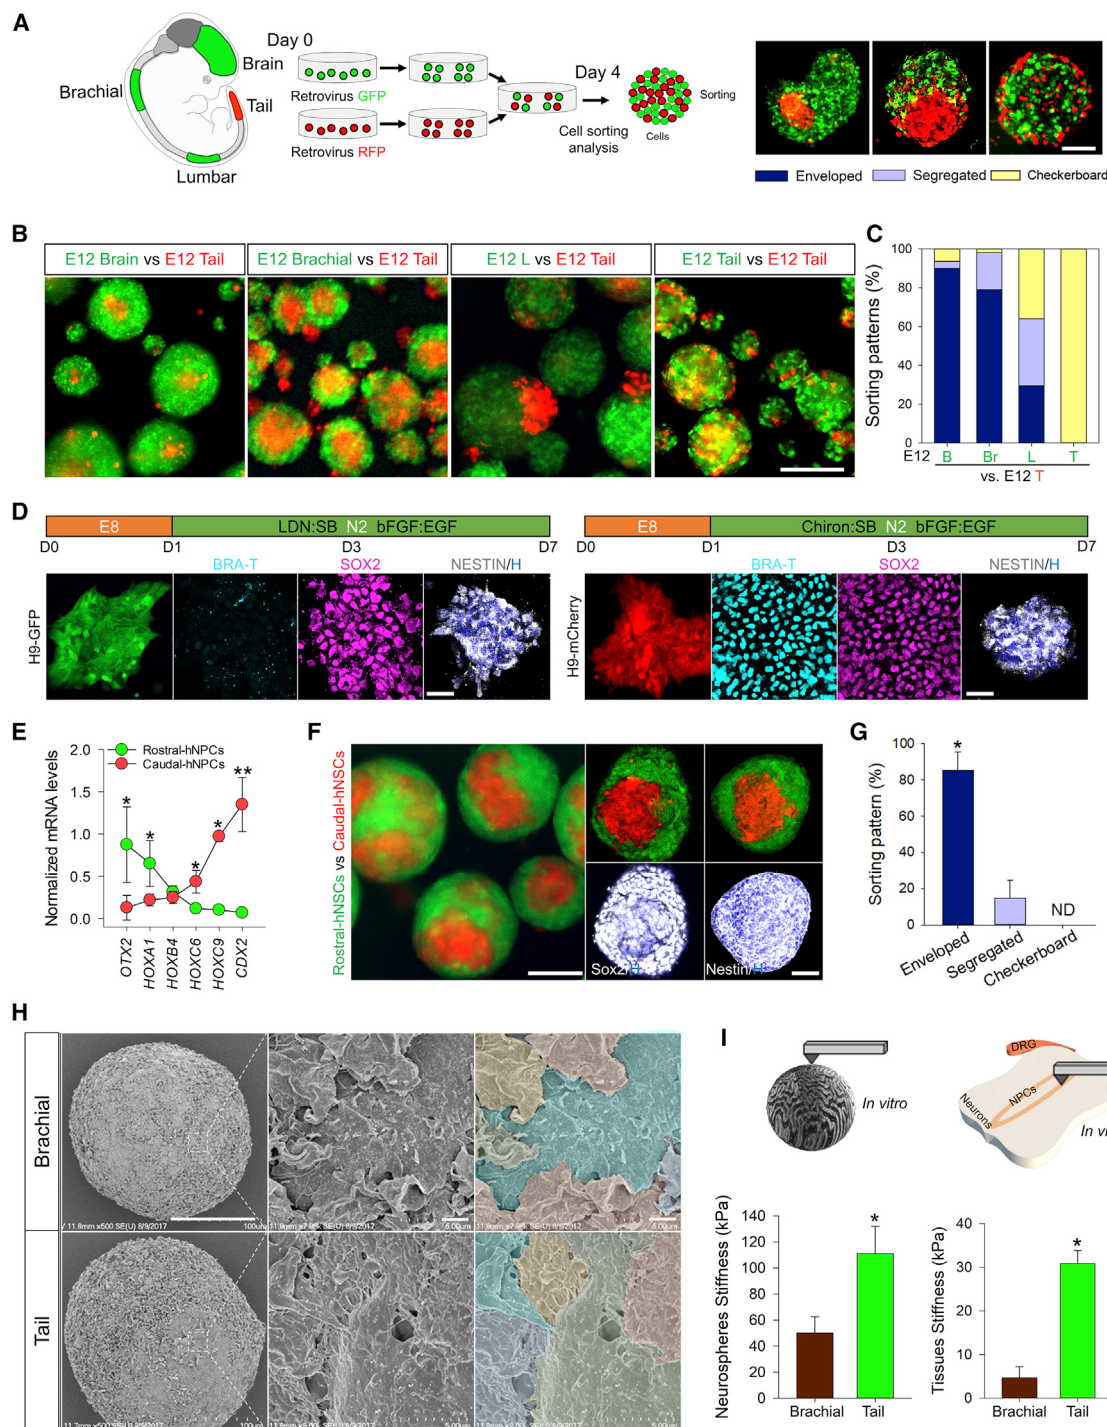

Figure 1. Evidence of Strong Cell-Cell Adhesion among Caudal NPCs

(A) Schematic diagram of E12 embryo primitive CNS domains (the neural tube) and diagram of cell-sorting assay where cells self-sort based on their adhesion affinity. The right shows confocal images of sorted cryosectioned neurospheres. Scale bar, 75 μ m.

(B) Representative images of co-cultured NPC re-aggregates. NPCs at different times and positions were marked with GFP or RFP. E12 brain (GFP), E12 brachial (GFP), E12 lumbar (GFP), and E12 tail (RFP/GFP). Scale bar, 200 μ m.

(C) Quantification of the percentage of sorting patterns. Brain (B) versus tail (T) resulted in significantly (90%) higher enveloped phenotype than segregated 3.5% and checkerboard 6.5%; brachial (Br) versus T resulted in significantly (78.2%) higher enveloped

(legend continued on next page)

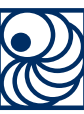

To directly assess the physical strength of the neurosphere, we measured the stiffness of the neurospheres and embryonic NT with atomic force microscopy (AFM). Consistent with the sorting assay data, significantly higher stiffness was observed at the tail neurosphere/NT than at the brachial neurosphere/NT in both measurements (Figure 1I). Altogether, these data support the idea that cell-cell adhesion properties of NPCs are different depending on their original position along the AP axis of the developing spinal cord.

Differential Adhesion Affinity of NPCs Is Associated with Developmental Stages within the Same NT Domain

NT development initiates from the rostral region, and the above-mentioned sorting phenotype gradients might be associated with the timing of NPC production depending on the AP axis. Supporting this idea, a significantly larger proportion of aggregates exhibited segregated and enveloped phenotypes in re-aggregation from the same domain (brachial) at different stages (E10 versus E12), with younger NPCs occupying the core region of the enveloped types (Figures 2A and 2B), suggesting that cell adhesion affinity is associated with birthdate and may decrease during the development. The mixture of the E10 brachial-derived NPCs and the E12 tail-derived NPCs resulted in a higher proportion of checkerboard and segregated phenotypes compared with the homochronic (i.e., E12 brachial and E12 tail NPCs) mixtures (Figure 2B). In addition, we passaged the brachial- and tail-derived NPCs and examined their cell-sorting properties *in vitro* (Figure 2C). By the passaging, the difference in cell adhesion affinity between two populations decreased, and accordingly, the enveloped phenotype was progressively reduced. These data may indi-

cate that recently born, tail-derived NPCs progressively lose their strong adhesion properties during the proliferation/passage *in vitro*. Collectively, these data suggest that these adhesion properties are dynamically changing depending on the position and developmental stage of NPCs.

To address this issue precisely, we labeled and chased the NMP-derived NPCs by crossing transgenic TCreERT2 mice with Rosa-EGFP reporter mice followed by injecting tamoxifen (TAM) at E10, when caudal NPCs are produced and contribute to the lumbar NT. Because most of NPCs in the lumbar domain are generated from the earlier E8 NMPs (Figure 2D), we were able to identify GFP⁺ (late-borne) and GFP⁻ (early-borne) cells from the lumbar level with TAM injection at E10, and we explored their cell adhesion properties in the mixture. As expected, all neurospheres derived from brachial and tail levels were GFP⁻ and GFP⁺, respectively (Figure S2B), but neurospheres derived from lumbar levels were a mixture of GFP⁺ and GFP⁻ cells. All sorting phenotypes were found in the lumbar mixture (Figure S2, magnified images), with the enveloped phenotype representing the significant majority compared with the segregated and checkerboard phenotypes (Figure 2E). On the other hand, GFP⁺ cells in E12 brachial neurospheres labeled by E6 TAM injection exhibited mostly a checkerboard sorting phenotype (Figure S5C), suggesting that the birthdate-dependent differences in the adhesion properties are attenuated over time. Altogether, these data suggest that NPCs in a similar (i.e., lumbar) level of the NT also exhibit differential cell adhesion properties transiently depending on their birthdate.

Of note is that the GFP⁺ NPCs in the neural rosette and tail bud were not clearly segregated from the GFP⁻ NPCs *in vivo* (Figure 2D). We speculate that this is owing to the insufficient Cre recombination upon TAM treatment

phenotype than segregated 19.65% and checkerboard 2% phenotypes; lumbar (L) versus T resulted in 29% enveloped, 34.5% segregated, and 36% checkerboard; T versus T resulted in 100% checkerboard phenotype. Data are shown as percentage; number of independent experiments = 4; number of examined neurospheres = 705.

(D) Schematic diagram of the experimental procedure for generation of rostral and caudal NPCs. Color-coded H9 hESCs were differentiated directly to rostral NPCs via neuroectoderm stage or caudal NPCs via the NMP stage. Images represent serial stages of differentiation of colony morphology stained with SOX2 (magenta), BRA-T (cyan), and NESTIN (gray). Nuclei were counterstained with Hoechst 33342 (blue). Scale bar, 15 μ m.

(E) qRT-PCR verification of AP regional identity using various *Hox* gene expressions. Data are shown as mean $\pm$ SD; number of independent experiments = 3; *p < 0.05; **p < 0.001.

(F) Representative images of re-aggregates of rostral (green) and caudal (red) NPCs for 4 days (left). Images on the right show the whole-mount labeling with SOX2 (gray) and NESTIN (gray). Nuclei were counterstained with Hoechst 33342 (blue). Scale bar, 150 μ m for low-magnification image. Scale bar, 75 μ m for high-magnification images.

(G) Quantification of the percentage of sorting phenotypes in (C). Data are shown as mean $\pm$ SD; number of independent experiments = 3; number of examined neurospheres = 260; *p < 0.001 via one-way ANOVA. ND, not detected.

(H) Scanning electron microscope images of neurospheres. Left images show entire neurospheres and the magnified images of dotted squares are shown in the middle. Images with the pseudo-coloring of each cell are on the right. Left image scale bar, 100 μ m. Magnified image scale bar, 5 μ m. The number of examined neurospheres = 12.

(I) Measurements of tissue stiffness via AFM. Upper images show the schematic diagram of AFM measurement. Lower graphs show the measurement of surface stiffness of neurospheres (left) and ventricular zone of the NT (right). Data are shown as mean $\pm$ SD; *p < 0.001 via Student's *t* test; number of independent experiments = 3; number of examined fields = 25. Abbreviation: DRG, dorsal root ganglion.

Figure 2. Cellular Adhesion of Caudal NPCs Is Birthdate Dependent

How the deposited data were processed for this re-analysis (not part of the article)

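Gene expression was measured on 6 arrays, 3 of neural progenitor cells (NPCs) from the brachial level and 3 from the tail of mouse embryos, grown as neurospheres. The values deposited by the authors are log2 signals, 1 per transcript cluster and array, which the authors made with the RMA method at gene level in Affymetrix Expression Console. The submitters' processing notes name the same method and software, and give a version of neither. Background subtraction, quantile normalization between arrays and the summary over probes are therefore already in the values, and the scanner files behind them were not used here. The scale and direction were checked against the fold changes of Table S1. Each array holds 41345 transcript clusters, its values lie between 0.820 and 13.1 over all arrays, and the medians of the arrays lie between 4.82 and 4.91. Every column was assigned to its group and replicate from the sample labels, and 0 columns of other samples were present.

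Gene symbols came from the array annotation, and 23328 of the 23521 transcript clusters with exactly 1 symbol had their Entrez number in the mouse gene table of assembly GRCm38.p6, 0 of them with another symbol there. Clusters with several symbols or none entered only the counts over all transcript clusters. A gene with several clusters was taken at the cluster with the highest mean over all 6 arrays. No genome coordinates were used.

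Tail and brachial NPCs were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), on the deposited log2 values, with 3 arrays per group and no block, over 22180 genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The fold change of 2 of the study was applied to the difference of the mean log2 values over all transcript clusters. The step was tested on simulated data made for tail against brachial NPCs over 22180 genes, of which 200 were changed. Of 50 genes changed by each size, 60% were recovered at a log2 change of 1, 86% at 2, 96% at 3 and 96% at 4, and 8 of 177 calls were false. The simulated noise was drawn independently for each gene and array, and the changed genes were picked at random. The simulation had no deviating array and no genes that vary together, as the real arrays have. It therefore checks the step and does not give the share of real changes that was recovered.

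The 42 lists of genes (matrix families, Hox groups, Wnt and RA pathways, cell types and other pathways) were fixed before the array values were examined, but after Table S1 and the figures had been read. Each was tested with camera at a preset correlation of 0.01 and adjusted over the 42 lists, again with an estimated correlation, and with fry, which tests whether the genes of a list move, on balance, one way. Of the 42 lists 25 were called by camera with the preset correlation, 1 with an estimated correlation (Hox groups 10 to 13) and 4 by fry. With an estimated correlation camera also uses the degrees of freedom that the arrays leave, which it does not with a preset one. For Hox groups 10 to 13 the estimate was 0.0080, below the preset 0.01. The unadjusted p of camera still went from 7.67e-20 to 7.73e-04, so the correlation alone does not set the 2 settings apart. Enrichment of a list among called genes was tested with Fisher's exact test, two-sided, against all other tested genes. This test counts genes as independent and takes no account of genes that vary together across arrays. Lists of forebrain and of midbrain and hindbrain genes were added later, as said where they are used.

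Genes named in the text follow a rule written before the array values were examined: the 8 genes with the largest log2 fold change in each direction among called genes whose groups did not overlap; the genes of Fig. 5B, 5D, S4C and S1C and N-cadherin; up to 4 genes in each direction of Fig. 5A and S6B; and up to 3 called members of each list in each direction, or 2 members with the largest change where none was called. The fold changes of genes in Table S1 had been seen by then. One gene of Fig. S1C is not analysed here.

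The alternatives set before the array values were examined were the replicate number as a block, the methods' t-test, eBayes with trend and robust settings, array weights, leaving out dim transcript clusters, the mean over the clusters of a gene, all transcript clusters as the tested set, quantile normalization again, centring on housekeeping genes, a ratio of linear means, other ways of counting ECM genes and each of the 6 arrays left out in turn. All 10 splits of the 6 arrays into 3 and 3 were run, and the smallest p that an exact permutation test of 3 against 3 allows is 0.10, so no such test is reported. Plots were drawn with Python 3.11.15. RNA quality, the scanner files and the RNA sequencing data behind Table S2 were not used here.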

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

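The lists of genes below were fixed before the array values were examined but after Table S1 and the figures had been read. The exceptions are the forebrain and the midbrain and anterior hindbrain factors, which were listed after the low Hox values had been seen. The tests of mesenchymal cells in the tail cultures, of tail cells, exchanged labels and mesenchymal and muscle cells in brachial replicate 1, and of a shifted array for brachial replicate 2 were chosen after the values were seen. The lists of somite and mesenchyme, skeletal muscle, and fibroblast and meningeal genes and those of the last paragraph drew attention because the paper's account of the arrays does not discuss them and camera with a preset correlation set their genes apart, and in each case this was lost with an estimated correlation.

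The ECM list, with 1 of 235 genes called by limma (20 higher and 1 lower without brachial replicate 1, 12 and 4 without tail replicate 3, and 0 without any other array), had a median log2 fold change of 0.19 (camera, adjusted p = 5.76e-08; adjusted p = 0.290 with an estimated correlation), and somite and mesenchyme factors, with 0 of 20 called (9 higher at an unadjusted p under 0.05; 1 called without brachial replicate 1 and 2 without tail replicate 3), had 0.96 (camera, adjusted p = 1.53e-08; adjusted p = 0.310 with an estimated correlation), with Meox2 and Meox1 at 10.15 and 9.69 in tail NPCs. A single array does not make the ECM shift, since the lowest median with 1 array left out was 0.13. A constant offset between arrays does not either, since the median was 0.15 after housekeeping centring, which moves all genes of an array alike. Other effects of scaling stay open. Quantile normalization again gave 0.17 but cannot decide, since RMA had already quantile normalized the arrays. Mesenchymal cells among the tail cells may contribute to it: 19 fibroblast and meningeal genes, with 0 called (6 higher and 1 lower at an unadjusted p under 0.05) and Islr at 3.37 (adjusted p = 0.307), had a median of 0.36 (camera, adjusted p = 0.00794; adjusted p = 0.352 with an estimated correlation), which was 0.62 without brachial replicate 1 (2 genes called), 0.15 without brachial replicate 2, 0.10 without tail replicate 1 and 0.14 without tail replicate 3 (1 called). Against such cells, the study removed somite tissue from the tail samples as far as possible. The paper also reports from RT-PCR and immunostaining that its neurospheres held no Bra-T-expressing NMPs or mesodermal cells, which does not cover cells without Bra-T. It found weak Snail1 and Pax3 in brachial and tail NPCs and could not fully exclude neural crest cells. On the arrays Snai1, Snai2 and Pax3 had log2 fold changes of 0.97, 3.17 and -1.22 (adjusted p = 0.303, 0.234 and 0.636 from limma). Whether mesenchymal cells or progenitors of the tail themselves hold the ECM and mesenchymal transcripts cannot be told apart on arrays of whole cultures, and the region of origin, which the design names, stays open as an untested biological explanation.

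Brachial replicate 1 had many ECM and mesenchymal genes above both other brachial arrays, part of the way to the tail level. On the linear scale between the mean of brachial replicates 2 and 3 (0%) and the tail mean (100%), 70 ECM genes had a median position of 37.2% (quartiles 18.6% and 69.9%), whereas 10 Hox genes of groups 10 to 13 had a median of -2.14% and a highest position of 12.6%, which argues against cells or RNA of the tail cultures. An exchange of labels with a tail array is argued against by the same genes, of which 10 of 11 were lower in every brachial array than in every tail array. Mesenchymal and muscle cells in this sample remain a candidate explanation: 40% of 20 somite and mesenchyme factors, below the 50% set for this explanation, and 50% of 12 skeletal muscle genes, which reach it, exceeded both other brachial arrays by 1 or more on the log2 scale, the muscle genes Actc1 and Acta1 among them at 8.68 and 8.27 against 4.74 and 5.95 in brachial replicate 2. The median of the skeletal muscle genes, -0.43 (camera, adjusted p = 0.0171; adjusted p = 0.565 with an estimated correlation), was 0.0048 without this array (adjusted p = 0.744), -0.68 without brachial replicate 2 and -0.38 without tail replicate 3 (adjusted p = 0.0810), but no table shows which cells hold the transcripts.

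Brachial replicate 2 had low Hox genes of groups 1 to 9. Of 25 such genes 19 (76%) were lowest in this array, against 16.9% of all genes, and their median difference from the mean of brachial replicates 1 and 3 was -1.56, while housekeeping genes differed by a median of -0.056 and neural progenitor genes by -0.032, which argues against a failed or shifted array. Tissue from in front of the Hox domain could account for it: the forebrain factors Emx2, Nr2e1 and Otx1, named after their values were seen, were at 7.36, 7.54 and 7.61 and exceeded every other array by 1 or more (Fisher's exact test, two-sided, p = 7.26e-05, against all other genes). They are 3 of 17 forebrain factors (17.65%, 95% exact binomial interval 3.80% to 43.4%), below the 50% set for this explanation and, by less than the interval, below the 20% set against it, and 0 of 11 midbrain and anterior hindbrain factors did so. It stays open, and no biological explanation was tested for a difference within the brachial group.

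Pericyte and smooth muscle genes had a median of 0.45 over 12 genes (camera, adjusted p = 4.16e-04; adjusted p = 0.290 with an estimated correlation), with Pdgfrb at 3.90 (adjusted p = 0.338 from limma). Radial glia and astrocyte genes had a median of -1.06 (adjusted p = 0.449 with an estimated correlation; -0.64 without tail replicate 1), with Aldh1l1 at -2.19 (adjusted p = 0.0975). Genes of the oligodendrocyte lineage had a median of -0.76 (adjusted p = 0.290 with an estimated correlation; -1.29 without tail replicate 3), with Bcas1 at -2.31 (adjusted p = 0.108) and -0.76 for its second transcript cluster. Integrins had a median of 0.068 over 25 genes (camera, adjusted p = 0.0145; adjusted p = 0.352 with an estimated correlation), which was 0.13, 0.11 and 0.14 without brachial replicate 2 or tail replicate 2 or 3 and not called without brachial replicate 3 (adjusted p = 0.135), with Itga8 at 2.14 and Itgb8 at -2.69 (adjusted p = 0.253 and 0.244). Genes of dorsoventral patterning had a median of -0.19 over 24 genes (camera, adjusted p = 0.0114; adjusted p = 0.290 with an estimated correlation), which was -0.29 without tail replicate 1 and not called without brachial replicate 1 (adjusted p = 0.0979), with Dbx2 at -2.41 and Nkx6-1 at 2.30 (adjusted p = 0.297 and 0.273). Imprinted growth genes had a median of 0.19 over 17 genes (camera, adjusted p = 0.0208; adjusted p = 0.509 with an estimated correlation), which was 0.44 and 0.32 without brachial replicate 1 or tail replicate 3 and not called without brachial replicate 2 or 3 or tail replicate 1 (adjusted p = 0.257, 0.157 and 0.0583), with Igf2 at 3.36 (adjusted p = 0.302). Cell cycle genes had a median of 0.48 over 26 genes (camera, adjusted p = 1.35e-05; adjusted p = 0.497 with an estimated correlation), which was 0.22 without tail replicate 1 and 0.92 without tail replicate 3; their mean was 8.84 and 8.59 in tail replicates 1 and 2 but 7.56 in tail replicate 3, below the 7.71 to 8.00 of the brachial arrays. Of all these lists limma called 0 genes over the 6 arrays, with 0 to 5 genes higher and 0 to 8 lower at an unadjusted p under 0.05. Without brachial replicate 1 it called 1 pericyte gene, 1 integrin and 2 imprinted genes higher and 2 oligodendrocyte genes lower, without brachial replicate 2 it called 1 gene of dorsoventral patterning lower, and without tail replicate 3 it called 1 integrin in each direction and 1 gene of dorsoventral patterning and 3 of radial glia and astrocytes lower.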

How the results depend on the processing

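All alternatives here were set before the data were examined, and the cause of a change was not tested except where fewer arrays were used. Of 225 alternative values of the results that answer a comparison, 152 kept their direction and side of the threshold or stayed within 1.5 times. The medians of the lists of Hox groups 10 to 13, ECM, mesenchyme and postsynaptic genes kept direction and call under every scaling, filter and left-out array with camera's preset correlation. With an estimated correlation the medians of 0.19 (ECM), -0.39 (postsynaptic), 0.96 (mesenchyme) and -0.34 (neural progenitors) were not called, with fry those of 0.19, 0.96 and -0.34 were not, and Hox groups 10 to 13 were called with an estimated correlation over all 6 arrays but not without any 1 of them (adjusted p from 0.0828 to 0.186). The estimated setting also depends on the number of arrays, so these losses are not the effect of correlation between genes alone. With array weights the neural progenitors had -0.25 (adjusted p = 0.0550).

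Whether the replicate numbers shared by the groups pair the samples by litter, day or batch cannot be told from the arrays. The 4 measured sex-linked genes had a mean of 4.96 and 7.25 in brachial and tail replicate 1. It was 7.42 and 7.62 in replicate 2, and 6.78 and 4.70 in replicate 3. These means argue against the same embryos behind both arrays of replicates 1 and 3, and leave replicate 2 open. The deviations of same-numbered arrays correlated at 0.244, -0.118 and 0.215, and those of the other pairs at -0.327 to 0.151. The highest values were thus those of same-numbered arrays, but brachial replicate 2 correlated best with tail replicate 3 (0.151). With the number as a block 123 genes were higher and 71 lower, the ECM list had an odds ratio of 10.6 among the higher genes (Fisher's exact test, two-sided, p = 7.71e-09, against p = 0.139 without the block), and 4 genes of Table S2 were higher (p = 2.83e-04, against 0 genes), so that both were enriched with the block and not without it.

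Counts of 14 higher and 9 lower genes, all with a fold change of 2 or more, became 37 and 29 with housekeeping centring, 19 lower with array weights, 5 and 1 over all transcript clusters, 0 and 0 with the methods' t-test after Benjamini-Hochberg adjustment, and 816 and 1050 at an unadjusted p under 0.05 (226 and 182 with a fold change of 2 or more). The odds ratio of ECM genes was 10.5 with array weights (Fisher's exact test, two-sided, p = 0.0187) and 11.5 with housekeeping centring (p = 6.17e-04), and so passed the threshold that 7.21 (p = 0.139) had missed. By fold change alone 844 clusters higher and 504 lower became 521 higher over 1 cluster per gene among clusters with exactly 1 symbol, which changes both choices, and 328 and 241 with the methods' t-test added, and 12 genes of Table S2 were higher.

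With 1 array left out, genes higher ranged from 0 to 138 (0 to 134 with a fold change of 2 or more) and genes lower from 0 to 128 (0 to 126); the highest counts came without tail replicate 3 and 0 came without tail replicate 1 or 2. Of the 23 genes called over all 6 arrays 20 were called without brachial replicate 1, 23 without tail replicate 3, and at most 2 without any other array. Clusters higher by 2-fold ranged from 698 to 1500 and lower from 380 to 784. The ECM odds ratio ranged from 0 (without brachial replicate 2) to 37.7 (Fisher's exact test, two-sided, p = 4.98e-23 without brachial replicate 1, and p = 2.04e-08 without tail replicate 3), the postsynaptic one from 0 to 419, and neither can be computed where no gene was called; Table S2 genes ranged from 0 to 5 (p = 2.43e-05 without tail replicate 3). The median of the Wnt targets ranged from 0.064 to 0.37 and that of neural progenitors from -0.44 to -0.18 (not called without brachial replicate 1 or tail replicate 1, adjusted p = 0.150 and 0.149).

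Of 19 named genes that were called, 19 kept the call with the block, eBayes with trend and robust, housekeeping centring, dim clusters left out and the mean over clusters, 18 with array weights and 17 with quantile normalization. Genes that changed sign were not called: Ctnnb1 (0.0029 with quantile normalization, -0.069 to 0.048 with 1 array left out), Actc1 (-1.93 to 0.21), Acta1 (-1.29 to 9.07e-04), Kdm5d (-0.86 to 1.47), Xist (-0.18 to 0.83) and C1qb (-0.13 to 0.55). Signal over background could not be assessed from RMA values.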

Differences from the paper's values

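The paper gives 344 genes enriched in tail NPCs, and 844 transcript clusters were higher by 2-fold or more here. Of the alternatives set before the data were examined, the fold change together with the methods' t-test gave 328, within 1.5 times of the paper's count. One cluster per gene, taken among clusters with exactly 1 symbol so that both choices change, gave 521, a ratio of linear means 794, housekeeping centring 773, and the counts with 1 array left out were 698 to 1500; these all differ from the paper's count by more than 1.5 times. The paper gives 267 genes enriched in brachial NPCs, and 504 clusters were lower by 2-fold or more here. The same restriction to genes with exactly 1 symbol and 1 cluster each gave 385, the fold change with the methods' t-test 241 and leaving out tail replicate 1 380, which are within 1.5 times of the paper's count, while a ratio of linear means gave 527, housekeeping centring 555, and the other 5 counts with 1 array left out 510 to 784. The paper states a threshold on fold change and no other for these counts. A count of similar size does not show that the paper used the t-test or counted the same clusters. Table S1 holds Dcn, Postn and Axin2, with fold changes of 36.5, 23.0 and -2.11. On the arrays the methods' t-test does not give these genes an unadjusted p under 0.05, which argues against that filter for them. For the genes that could be matched, the fold changes of Table S1 and those computed here are on one scale.

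The paper reports that genes of the Wnt pathway measured by qRT-PCR were higher in tail NPCs (Fig. S4C). On the arrays 2 of these 7 genes had a log2 fold change above 0 and 5 below, and limma called 0 (1 higher and 2 lower at an unadjusted p under 0.05). Lrp5 had 0.82 and Lef1 0.79 (adjusted p = 0.356 and 0.744), and Wnt1, Axin2, Apc2, Ctnnb1 and Tcf7l2 had -0.088, -1.08, -0.52, -5.5e-04 and -0.18 (adjusted p = 0.816, 0.400, 0.385, 0.999 and 0.717). Without brachial replicate 1 Lef1 was called higher in tail NPCs with 1.77 (adjusted p = 0.0189). Fzd1, a Wnt receptor gene not among these 7, rose by 1.63 on the arrays. The study's primer list has a pair named Frizzled without saying which gene of that family it measures.

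The paper names Lum as the gene shared by its tail-enriched genes and Table S2 (Fig. 5E). On the arrays 12 genes of Table S2 were higher in tail NPCs by 2-fold or more, and among the 34 genes with the largest fold change Lum was the 1 gene of Table S2.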

Other observations

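The cadherin and protocadherin genes Cdh13 and Pcdh17 had log2 fold changes of -2.32 and -2.54 (adjusted p = 0.257 and 0.253 from limma), and N-cadherin (Cdh2) had -0.27 (adjusted p = 0.445). Of 35 cadherins limma called 0 (7 higher and 9 lower at an unadjusted p under 0.05, and 5 and 8 when adjusted over the list alone), with a median of -0.17 (camera, adjusted p = 0.0537; adjusted p = 0.0303, 0.0318 and 0.0496 without brachial replicate 2 or tail replicate 1 or 3, and adjusted p = 0.335, 0.364 and 0.327 there with an estimated correlation). Among neural progenitor genes, Sox3 had -1.16 and Hes1 0.83 (adjusted p = 0.272 and 0.392). Of 15 measured limma called 0 (1 higher and 2 lower at an unadjusted p under 0.05, and 0 when adjusted over the list alone), with a median of -0.34 (camera, adjusted p = 0.0226; adjusted p = 0.420 with an estimated correlation; adjusted p = 0.150 without brachial replicate 1 and 0.149, with a median of -0.18, without tail replicate 1). The FGF feedback genes Dusp4 and Il17rd had 1.52 and 1.42 (adjusted p = 0.271 and 0.307), and the median of 12 FGF targets was 0.20 (0 called by limma and 4 higher at an unadjusted p under 0.05; camera, adjusted p = 0.0678). It was 0.27 without brachial replicate 1 and 0.30 without tail replicate 2 (camera, adjusted p = 0.00858 and 0.0342; adjusted p = 0.358 and 0.476 with an estimated correlation), but 0.11 without brachial replicate 2 and 0.042 without tail replicate 3. The Hedgehog-binding gene Hhip had -2.03 and the BMP-induced gene Smad7 1.06 (adjusted p = 0.107 and 0.105), and the median of 11 Hedgehog and BMP targets was 0.16 (0 called, 3 higher and 1 lower at an unadjusted p under 0.05; camera, adjusted p = 0.141). It was 0.34 without brachial replicate 2 (camera, adjusted p = 0.0299; adjusted p = 0.344 with an estimated correlation) and 0.26 without tail replicate 2, but 0.10 without brachial replicate 1 and 0.029 without brachial replicate 3. Limma called 2 cadherins and 1 FGF target higher and 1 cadherin and 1 Hedgehog and BMP target lower without brachial replicate 1, and without tail replicate 3 it called 2 cadherins higher and 3 lower.

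The following lists, several of them markers of other cells, were not called by camera over the 6 arrays. The medians were 0.045 for 10 neural crest and Schwann cell genes (adjusted p = 0.192), among which Snai2 had 3.17 and Ngfr 1.96 (adjusted p = 0.234 and 0.447 from limma), 0.019 for 13 endothelial genes (adjusted p = 0.370), with Kdr at 2.76 (adjusted p = 0.355), -0.013 for 12 macrophage genes (adjusted p = 0.588), 0.0034 for 12 genes of epithelium and notochord (adjusted p = 0.625) and -0.026 for 13 cartilage and bone genes (adjusted p = 0.923). Genes of neuromesodermal progenitors and the tail bud had a median of -0.064 over 15 measured genes (adjusted p = 0.923), with Gdf11 at 0.46 (adjusted p = 0.285). Immediate early genes had 0.18 over 17 (adjusted p = 0.0615), housekeeping genes -0.0028 over 14 (adjusted p = 0.625) and sex-linked genes 0.10 over 4 (adjusted p = 0.682). With 1 array left out each of these medians took both signs. They ranged from -0.037 (without tail replicate 1) to 0.17 (without tail replicate 2) for neural crest, from -0.010 to 0.13 for endothelial, from -0.14 to 0.070 for macrophage, from -0.023 to 0.055 for epithelium and notochord, from -0.062 to 0.036 for cartilage and bone, from -0.15 to 0.034 for neuromesodermal progenitor, from -0.063 to 0.046 for housekeeping and from -0.998 to 1.34 for sex-linked genes. Camera called the neural crest genes without brachial replicate 1 (median 0.14, adjusted p = 0.00526; adjusted p = 0.350 with an estimated correlation). Immediate early genes had -0.072 without brachial replicate 3 and -0.065 without tail replicate 1, and 0.26, 0.60 and 0.85 without brachial replicate 1 or 2 or tail replicate 2 (camera, adjusted p = 0.0207, 0.0131 and 2.02e-05; adjusted p = 0.605, 0.615 and 0.447 with an estimated correlation). Of these lists limma called 0 genes over the 6 arrays, and 1 endothelial and 1 macrophage gene higher without tail replicate 3, with 0 to 2 genes higher and 0 to 2 lower at an unadjusted p under 0.05. The Y-linked gene Kdm5d was at 2.99 in brachial replicate 1 and 2.81 in tail replicate 3 and between 5.37 and 7.02 in the other arrays, and the X-linked gene Xist was at 10.01 and 10.28 in the same arrays and between 8.00 and 9.16 in the others. Brachial replicate 1 and tail replicate 3 also lay between the groups on the first principal component, at -3.46 and 1.54. A link between these values was not tested.

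Every split of the 6 arrays into 3 and 3 was compared with the real one. That test was set before the data were examined for the count of called genes and afterwards for the others. With 10 splits the share of splits as large cannot be under 0.1. Limma called 23 genes in the real split and at most 0 in the others, so 1 of 10 splits gave as many. For fold changes of 2 or more, 2 of 10 splits gave as many clusters, with 1348 in the real split and 1383 with brachial replicate 1 and tail replicates 1 and 2 set against the rest, which points to a structure of the arrays other than their group. As minus log10 p of camera, the real split and the highest other gave 19.1 and 3.92 for Hox groups 10 to 13 (1 of 10 splits as large), 10.9 and 5.16 for postsynaptic genes (1), 8.10 and 8.14 for ECM genes (2), 8.84 and 9.88 for somite and mesenchyme factors (2), 1.89 and 2.21 for neural progenitors (3), and 1.00 and 6.32 for Wnt targets (5). For the ECM and mesenchyme lists the higher value came from that same split of brachial replicate 1 with tail replicates 1 and 2.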
